# Influence of Elevated Atmospheric Carbon Dioxide on Transcriptional Responses of *Bradyrhizobium japonicum* in the Soybean Rhizoplane

**DOI:** 10.1264/jsme2.ME12190

**Published:** 2013-05-11

**Authors:** Masayuki Sugawara, Michael J. Sadowsky

**Keywords:** *Bradyrhizobium*, elevated atmospheric CO_2_, microarray, rhizoplane, soybean

## Abstract

Elevated atmospheric CO_2_ can influence the structure and function of rhizoplane and rhizosphere microorganisms by altering root growth and the quality and quantity of compounds released into the rhizoplane and rhizosphere via root exudation. In these studies we investigated the transcriptional responses of *Bradyrhizobium japonicum* cells growing in the rhizoplane of soybean plants exposed to elevated atmospheric CO_2_. The results of microarray analyses indicated that elevated atmospheric CO_2_ concentration indirectly influenced the expression of a large number of genes in *Bradyrhizobium* attached to soybean roots. In addition, relative to plants and bacteria grown under ambient CO_2_ growth conditions, genes involved in C1 metabolism, denitrification and FixK_2_-associated genes, including those involved in nitrogen fixation, microaerobic respiration, respiratory nitrite reductase, and heme biosynthesis, were significantly up-regulated under conditions of elevated CO_2_ in the rhizosphere. The expression profile of genes involved in lipochitooligosaccharide Nod factor biosynthesis and negative transcriptional regulators of nodulation genes, *nolA* and *nodD*_2_, were also influenced by plant growth under conditions of elevated CO_2_. Taken together, the results of these studies indicate that the growth of soybeans under conditions of elevated atmospheric CO_2_ influences gene expressions in *B. japonicum* in the soybean rhizoplane, resulting in changes to carbon/nitrogen metabolism, respiration, and nodulation efficiency.

The concentration of carbon dioxide (CO_2_) in the atmosphere has increased, mainly due to the burning of fossil fuels and changes in land use. An increase in the concentration of atmospheric CO_2_ can significantly alter the function of terrestrial ecosystems (22, 39) and has been shown to directly increase plant growth and productivity due to the enhancement of CO_2_ fixation rates (6, 39). While the concentration of CO_2_ in soil is thought to be ~10–50 times higher than that found in the atmosphere, chiefly due to microbial respiration (27), below-ground microbial processes can be indirectly affected by elevated atmospheric CO_2_ through increased root growth and rhizodeposition rates, and by changes in the quality and quantity of root exudates (41, 46). Numerous studies have shown that elevated atmospheric CO_2_ leads to changes in microbial processes. Although the results of many of these studies have been contradictory, the processes thus far considered include changes in microbial C and N biomass, microbial number, respiration rates, organic matter decomposition, soil enzyme activity, microbial community composition, and bacteria mediating trace gas emission, such as methane and nitrous oxide (17, 21, 41, 46). Elevated concentrations of atmospheric CO_2_ typically stimulate plant carbon uptake through photosynthesis (10), which may bring additional N demands to support plant growth. If N is limiting, however, this may result in decreased plant and soil N concentrations (33, 40). Therefore, the activities of nitrogen fixation, nitrification, and denitrification processes by soil bacteria would be of great importance to modify the N balance in terrestrial ecosystems. In contrast, legume crops might benefit from increased atmospheric CO_2_, because their symbiotic nitrogen fixation capacity allows them to counter usual N limitations to growth (42, 55). Thus, legume plants become more dependent on symbiotic N_2_-fixing bacteria for increased below-ground N availability. The biomass of several legumes species, including *Acacia* species, alfalfa (*Medicago sativa*), and mungbean (*Vigna radiata*), have been shown to increase under conditions of elevated CO_2_, and increased plant growth has sometime been correlated with enhanced nodulation and nitrogenase activity (7, 50). Elevated atmospheric CO_2_ has also been shown to increase nitrogen fixation activity and nodulation of *Bradyrhizobium* in symbiosis with soybean (*Glycine max*) (38) and dry matter production by 50% (2).

The population structure of *Rhizobium* in the rhizosphere has been shown to be altered in response to elevated atmospheric CO_2_ concentration. Schortemeyer *et al.* (48) observed a doubling of the population of *Rhizobium leguminosarum* bv. *trifolii* in the rhizosphere of white clover (*Trifolium repens*) growing under 600 ppm of CO_2_. In addition, Montealegre *et al.* (36) reported a shift in the community composition and an increase in the competitive nodulation of *R. leguminosarum* bv. *trifolii* as a result of plant growth under an increased atmospheric CO_2_ concentration. These authors postulated that the observed differences in population structure specifically found with the rhizobia might be due to changes in the quality and quantity of root exudates, including flavonoid compounds, which are inducers of the expression of rhizobial nodulation genes. Similarly, we found that the population structure of *Bradyrhizobium japonicum* and *B. elkanii* strains in soybean nodules is altered in response to elevated CO_2_, especially during early soybean growing stages (Sugawara *et al.* unpublished). While elevated atmospheric CO_2_ has been shown to alter the structure of below-ground microbial populations, to our knowledge there have been no reports on the effects of this greenhouse gas on the gene expression of rhizobia, living in the plant rhizoplane and rhizosphere.

The oligonucleotide microarrays that we have developed have been used to examine the global transcriptional responses of *B. japonicum* USDA 110 to growth under osmotic and desiccation stress conditions, when cultured in minimal and rich media or in the presence of various inorganic and organic sulfur compounds, under chemoautotrophic conditions, and in the bacteroid state (12, 13, 15, 53). Based on these analyses, several new and well-characterized *Bradyrhizobium* genes have been shown to be specifically involved in tolerances to physiological stresses or to be responsive to growth conditions (12, 13, 15, 53). Thus, it was thought that this microarray platform may be a useful tool to analyze the transcriptional responses of *B. japonicum* cells growing in the soybean rhizoplane under conditions of elevated atmospheric CO_2_.

The aim of this present study was to obtain a comprehensive understanding of the genetic responses of *B. japonicum* cells to growth in the rhizoplane of soybean plants exposed to an elevated concentration of atmospheric CO_2_. Genome-wide transcriptional analyses of root-attached *B. japonicum* cells indicated that the expression of several classes of *B. japonicum* genes, especially those involved in carbon/nitrogen metabolism, microaerobic respiration, and nodulation, were altered in response to plant growth under elevated CO_2_ conditions versus their responses on plants grown under ambient CO_2_ conditions.

## Materials and Methods

### Bacterial strains, media, and growth conditions

The *B. japonicum* strains used in this study, SFJ14–36 (serogroup 38) and SFJ4–24 (serogroup 123), were isolated from root nodules of soybean plants (*Glycine max* cv. 93B15; Pioneer Hi-Bred) grown under conditions of elevated (550 ppm) or ambient CO_2_ conditions, respectively (Sugawara *et al.* unpublished), at the Soy-FACE facility located in Champaign, IL (Soy-FACE web site; http://soyface.illinois.edu/index.htm). The *B. japonicum* USDA 110 was obtained from the USDA-ARS *Rhizobium* Germplasm Resource Collection in Beltsville, MD. *B. japonicum* cells were grown at 30°C, with shaking at 200 rpm, in arabinose-gluconate (AG) medium (45).

### Soybean seedling growth in hydroponic systems

*B. japonicum* strains USDA 110, SFJ14–36 and SFJ4–24 were grown in 10 ml AG medium until the stationary phase, collected by centrifugation at 8,000×*g* for 10 min, and washed twice with sterilized plant growth medium (16). The resultant cells were re-suspended in 10 mL of the same plant growth medium to a final concentration of approximately 10^9^ cells mL^−1^. Seeds of *G. max* cv. Lambert were immersed in 100% ethanol for 5 sec, surface sterilized in 1% sodium hypochlorite for 5 min, and washed 10 times with sterile distilled water. Sterilized seeds were placed on the surface of 1.5% agar in large (245×245 mm) petri dishes (Corning, Corning, NY, USA), and incubated, on a slope, at 27°C in the dark for 3 d. Empty pipette tip boxes (1–200 μL pipette tips, Tip One; USA Scientific, Ocala, FL, USA) were used to grow soybean seedlings for transcriptome analyses. A small hole was made in one side of the cover for insertion of an aeration tube, such that the cover could stay closed. Seedling growth boxes were sterilized by autoclaving, filled with 300 mL plant growth medium and sterilized aeration tubes were connected to an aeration pump that employed a sterile filter. Germinated soybean seedlings (60–70) were each aseptically transferred into holes in the growth boxes, and 3 mL washed bacterial suspension was added through an empty hole to provide approximately 10^7^ cells mL^−1^ growth medium. Four replicates of seedling growth boxes were used for each CO_2_ treatment. Seedling boxes were covered with aluminum foil, transferred to a plant growth chamber, and the aeration pump (Luft Pump; Oceanic Systems, Dallas, TX, USA) was immediately started. Each pump supplied aeration to three growth boxes at a rate of 1.33 L min^−1^. Germinated seedlings were incubated for 3 d at 27°C in the dark. The elevated CO_2_ concentration (550 ppm) in growth chambers was controlled using an APBA-250E indoor CO_2_ monitor (HORIBA, Kyoto, Japan). To investigate a direct influence of atmospheric elevated CO_2_ on the gene expression of *Bradyrhizobium* cells, 3 mL washed bacterial suspension was added to growth boxes without plant seedlings, and the boxes were incubated under the same conditions as described above.

### Sampling of root-attached *Bradyrhizobium* cells

All of the roots from the four replicates of hydroponic boxes were gently rinsed several times in sterile fresh plant growth medium to remove loosely adhering or non-attached bradyrhizobia. Rinsed roots were randomly cut with sterilized scissors and placed in 500 mL bottles containing 180 mL ice-cold extraction buffer (0.1% Na-pyrophosphate, pH 7.0, and 0.1% Tween 20) and 20 mL stop solution (5% H_2_O-saturated phenol, pH4.3, in 95% ethanol). Bottles were agitated at approximately 220 strokes per min for 30 min using an Eberbach model 6000 horizontal shaker (Eberbach, Ann Arbor, MI, USA). Extracts were filtered through three layers of Miracloth (Calbiochem. La Jolla, CA, USA) to remove plant cells and debris, and filtrates were centrifuged at 8,000×*g* for 12 min. To investigate the direct influence of CO_2_ concentration on transcriptional responses, bradyrhizobia were added to growth boxes without soybean seedlings and 180 mL incubated bacterial suspension was immediately added to 20 mL cold stop solution, and centrifuged at 8,000×*g* for 12 min. The resulting cell pellets from all experiments were immediately flash frozen in liquid nitrogen and stored in the freezer at −80°C until RNA extraction.

### RNA isolation and microarray studies

RNA from frozen cell pellets was extracted using a hot phenol method and digested with DNaseI as previously described (12). RNA was purified MEGAclear kits (Ambion, Austin, TX, USA), and bacterial RNA was separated from the sample using Ambion MicrobeEnrich kits. The cDNA synthesis, Cy-dye labeling, micro-array hybridization, and statistical analysis procedures used were as described by Chang *et al.* (12) and Cytryn *et al.* (13). Signal intensities from four microarray slides for each strain of root-attached cells or culture cells grown under elevated and ambient CO_2_ conditions were analyzed using Gene-Pix Pro 6.0 software (Molecular Devices, Sunnyvale, CA, USA). All microarray data have been deposited in Gene Expression Omnibus (GEO) and are accessible through the GEO web site (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE23296.

### Quantitative real-time RT-PCR (qRT-PCR)

The qRT-PCR reactions were performed as described by Sugawara *et al.* (52). Gene-specific primers for target and control genes for qRT-PCR analyses are shown in Table 1. Expression values for four biological replicates for each treatment were normalized to the expression level of the *parA* gene, which is a housekeeping control gene (bll0631) in the *B. japonicum* genome (13).

### Quantification of total phenolic compounds in root exudates

Root exudates (10 mL) from hydroponic boxes containing soybean seedlings were sampled after 3 d of incubation and evaporated to dryness using a rotary evaporator. Dried exudates were re-suspended in 250 μL of 100% methanol and the total phenolic content of root exudates was determined using the colorimetric method described by Haase *et al.* (19). Calibration standards were prepared using gallic acid (Sigma, St. Louis, MO, USA) and the average concentration of phenolic compounds in samples was calculated after subtracting the mean value obtained from four individual control samples without seedlings (blanks).

## Results

### The influence of elevated atmospheric CO_2_ on the transcriptional responses of *Bradyrhizobium japonicum* in the soybean rhizoplane

The influence of elevated atmospheric CO_2_ concentration on the transcriptional responses of *B. japonicum* USDA 110 strain in the soybean rhizoplane was investigated by inoculating soybean plants with USDA 110 cells in a hydroponic growth box, and incubating plants under elevated CO_2_ (550 ppm) or ambient CO_2_ (370–380 ppm) conditions. To observe any influences in the initial stages of plant-microbe interactions, young soybean seedlings (3–6 days old) were used. Previous studies have shown that dark CO_2_ fixation is quicker than light-induced CO_2_ fixation in 3–7 days old soybeans (1). Root-attached *Bradyrhizobium* cells were obtained from soybean roots after 3 d of incubation, and total RNA was isolated for microarray analyses. The direct influence of elevated CO_2_ on transcriptional responses in USDA 110 was investigated by incubating *Bradyrhizobium* cells in the same growth box without seedlings under the same CO_2_ concentrations as above. Cells obtained from the box after 3 d of incubation were used for microarray analyses. Signal intensities from four hybridized microarray slides were analyzed and fold-changes of gene expression levels in *Bradyrhizobium* were calculated from cells grown under elevated CO_2_ conditions, relative to those grown under ambient CO_2_ conditions. Results of these studies indicated that when *Bradyrhizobium* was grown in the rhizoplane of plants incubated under conditions of elevated CO_2_, 362 genes in USDA 110 were significantly (*q* value ≤0.05) up- and 242 genes were down-regulated more than 1.5-fold, relative to plants grown under ambient CO_2_ conditions (Fig. 1). In contrast, only 29 genes were differentially regulated (≥1.5-fold) in USDA 110 cells grown in growth boxes without soybean plants under conditions of elevated atmospheric CO_2_, relative to the ambient CO_2_ concentration (Supplementary Table S1). 

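The arrays carried probes for 8480 loci of USDA110, and each array column gave 1 log2 ratio per locus with no missing value. RNA was taken from USDA110 cells on the soybean rhizoplane after 3 d at 27 °C, at 550 ppm CO_2_ or at ambient CO_2_ of 370 to 380 ppm. The 2 RNAs of each array were labelled with Cy3 and Cy5, and the elevated sample carried each dye on 2 of the 4 slides. A further 4 slides made the same comparison for cells in growth boxes without plants. The authors read the spots with GenePix Pro, and the deposited values are log2 ratios made by the authors. The paper's text does not name the normalization between dyes, the background correction or the way in which spots of 1 locus were combined. The direction and log base of the ratios were settled from the fold changes printed in the supplement, of which the copy used here kept the strain columns for 1092 of 1342 entries. Across 502 loci in the rhizoplane, Pearson's r between the mean log2 ratio and the paper's log2 fold change was 0.994, with a slope of 0.943. Across the 29 loci listed for cells without plants, r was 0.9425 and the slope 0.929. Genes are not independent replicates, so these values describe the scale and test nothing. Direction and scale were thereby settled as log2 of elevated over ambient CO_2_, while the way in which the authors centred each array stays unknown. The median log2 ratio of rhizoplane replicates 1 to 4 was 0.0104, -0.0025, -0.0409 and -0.0535. Without plants it was -0.0121, -0.0203, 0.0117 and -0.0272, and no further centring was applied. Rhizoplane replicates 2 and 4 held identical values apart from a constant of 0.051. These repeated USDA110 columns were therefore averaged and counted as 1 sample, which leaves n = 3. This averaged column does not behave as a sample separate from the other columns. It correlated at 0.80 with replicate 1 and 0.60 with replicate 3, which correlated at 0.17 with each other. A fit of replicates 1 and 3 alone, chosen after seeing the data, gave 3 higher and 0 lower loci. After the averaging the elevated sample carried Cy5 in 2 of the 3 columns, so the dyes were no longer balanced in that group. Each locus was tested against a log2 ratio of 0 with limma, and changes of at least 1.5-fold at a Benjamini-Hochberg adjusted p of 0.05 or less are reported as higher or lower. The number of arrays limits the precision, and the p-values measure the spread between arrays, part of which can be technical. Contrasts between replicates, given under the other observations at the end, argue against independent arrays. So n counts columns, and the p-values may rest on fewer independent cultures than columns. The median SD per locus was 0.172 in the rhizoplane and 0.372 without plants. In simulated data with these spreads, 55.2% of loci changed 2-fold were found in the rhizoplane group and 40.4% in the group without plants. The simulated arrays were independent, so both shares do not hold if the real arrays are not.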

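In USDA110 on roots at elevated CO_2_, 186 loci were higher and 92 were lower. Of the higher loci the first was *pip* (bll4403.1n), which encodes a proline iminopeptidase that removes N-terminal proline from peptides, at a log2 ratio of 2.91 ± 0.71 (SD, n = 3). It was followed by blr1147, a hypothetical protein, at 2.83, and by blr3330, an N-carbamyl-D-amino acid amidohydrolase, at 2.61 ± 0.52. The ABC transporter permease blr6157 was at 2.56 ± 0.08, and the LysR-type regulator blr0237 was at 2.30 ± 0.61. A subunit of the high-affinity terminal oxidase used at low oxygen, *fixP* (blr2766), rose by 2.13 ± 0.08. The other 4 of the 10 highest among these loci, blr7950, blr4994, bll3645 and bll5191, encode hypothetical proteins and lay between 1.93 and 2.25. The lowest of the 92 were the ABC transporter permease bll3314 at -1.91 ± 0.37, the ABC transporter substrate-binding protein blr5675 at -1.40 ± 0.05 and the MarR-type regulator bll2260 at -1.25 ± 0.32. A subunit of the cytochrome o ubiquinol oxidase, *cyoC* (blr0151), which works at high oxygen, was at -1.04 ± 0.08. The other 6 of the 10 lowest among them lay between -1.22 and -0.96 and included bll7539, a probable histone H1, and bll5049, a protein of the AttM/AiiB family. Each of these loci had the same sign on every array, and their adjusted p-values from limma lay between 0.0208 and 0.0429. At an unadjusted p of 0.05 or less the counts were 308 higher and 175 lower, and with a dye covariate 73 and 3. The counts depended on single arrays, since without replicate 1 they were 0 and 0, and without replicate 3 they were 373 and 252. Each of these fits kept only the averaged column and 1 other. The log2 ratio of *fixP* stayed between 2.09 and 2.15 when any 1 replicate was left out.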

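In USDA110 without plants, 0 loci passed with limma in the fit of that group, while 102 were higher and 85 lower at an unadjusted p of 0.05 or less. In 1 fit over all arrays 31 were higher and 13 lower. The smallest adjusted p in the fit of the group was 0.0897, for *traG* (bll0043). This gene encodes a coupling protein of conjugal DNA transfer and had a log2 ratio of 1.70 ± 0.09 (SD, n = 4). All 29 loci of the supplementary list for cells without plants were positive on each of the 4 arrays, between 0.62 and 2.47 with a median of 1.18. Each of these 29 loci had an unadjusted p of 0.05 or less, and the list was chosen by the study on these samples. The list holds *gudD* (blr5872), a glucarate dehydratase, at 1.90 ± 0.48 (adjusted p = 0.382 from limma) and *flgI* (blr5838), a ring protein of the flagellar motor, at 1.34 ± 0.35 (adjusted p = 0.537). The LysR-type regulator blr5093 of that list was at 1.88. In the rhizoplane the median log2 ratio of these 29 loci was -0.011. Of them, *fixH* (blr2768), which helps to assemble the high-affinity oxidase, was higher in the rhizoplane at 1.59 ± 0.03 (n = 3). The ATP synthase subunit gene *atpB'* (bll1186) was lower there at -0.71, as was blr3898 at -0.82, and none of these 3 calls held without replicate 1 of the rhizoplane, when 0 loci passed.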

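The oxidase gene *fixP*, the heme gene *hemA* and the nitrate reductase gene *napE* had higher ratios in USDA110 on roots than without plants, while *traG* and *flgI* had lower ones. The difference between the mean log2 ratios with and without plants was tested with limma for each of the 8480 loci. For *fixP*, a subunit of the high-affinity oxidase, the difference was 2.56 (SE 0.33, adjusted p = 0.0197). For *hemA* (bll1200), which catalyses the initial step of heme synthesis, it was 1.67 (adjusted p = 0.0373), and for *napE* (bsr7036) of the periplasmic nitrate reductase 1.47 (adjusted p = 0.0342). The response regulator gene bll2758, which lies beside *fixK2*, differed by 1.40 (adjusted p = 0.0342) and the hypothetical protein bll7551 by 2.02. Among loci with a lower ratio on roots were *traG* at -1.76 (adjusted p = 0.0119), *flgI* at -1.42 and *atpB'* at -1.80. In all, 54 loci were higher and 16 lower on roots, 70 together, of which 52 were among the 278 loci changed in the rhizoplane. Before adjustment 757 loci differed at a p of 0.05 or less. The 186 loci that were higher in the rhizoplane had a median log2 ratio of -0.033 without plants, where 3 of them reached 1.5-fold. The total of 70 fell to 0 with a dye covariate, to 2 without rhizoplane replicate 1, to 0 without rhizoplane replicate 3, to 14 without replicate 1 of the cells without plants and to 16 without replicate 4 of those cells. From the many genes changed on roots and the few changed without plants, the paper concludes that elevated CO_2_ induced genes of B. japonicum through soybean roots.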

Taken together, the results of these analyses showed that exposure of soybean plants to an elevated concentration of atmospheric CO_2_ led to the induction of genes in *B. japonicum* through soybean roots.

### Transcriptional changes in *B. japonicum* isolate strains in response to elevated CO_2_

The *B. japonicum* strains SFJ14–36 and SFJ4–24 were specifically isolated from root nodules of field-grown soybean plants grown under conditions of elevated (550 ppm) or ambient CO_2_, respectively (Sugawara *et al.* unpublished). In this study, the influence of elevated atmospheric CO_2_ on the transcriptional responses of each strain in the soybean rhizoplane was investigated and compared with both strains and/or standard strain USDA 110 grown under ambient CO_2_ conditions. 

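Strain SFJ14-36 came from a nodule of soybean grown at elevated CO_2_ and strain SFJ4-24 from one grown at ambient CO_2_. For each strain, 4 slides compared rhizoplane cells at elevated and ambient CO_2_, in the growth conditions and with the dye balance used for USDA110. The probes were designed on the USDA110 genome, so a locus that is missing or diverged in these isolates gives a weak or foreign signal. The deposited log2 ratios were placed on the paper's scale in the same way. Across 622 loci in SFJ14-36, r with the paper's log2 fold changes was 0.989 and the slope 0.974, and across 120 loci in SFJ4-24 they were 0.991 and 0.961. The median log2 ratio of SFJ14-36 replicates 1 to 4 was -0.007, -0.0486, 3e-04 and -0.0392. For SFJ4-24 it was -0.0277, -0.0464, -0.012 and -0.0061. The median SD per locus was 0.279 in SFJ14-36 and 0.268 in SFJ4-24 (n = 4 each). Here too n counts columns, since contrasts between replicates argue against independent arrays. In simulated data with these spreads, 56.4% of loci changed 2-fold were found in SFJ14-36 and 66.4% in SFJ4-24. The simulated loci were independent, so the second share does not hold for SFJ4-24, whose deposited values are shared between neighbours. Independent arrays were simulated as well, and neither share holds if the real ones are not independent. In SFJ4-24 the mean log2 ratio of a locus correlated with that of the next locus in the table at r = 0.606, against 0.0473 in SFJ14-36. The table is ordered by locus name, so the next locus is as a rule the next with the same prefix (bll, blr, bsl or bsr). A value given for 1 gene of SFJ4-24 is therefore not separate from that of its neighbour. Counts of positive loci and tests of lists of neighbouring loci in SFJ4-24 are likewise not made of separate values. Gene lists were tested with camera of limma at a preset correlation between genes of 0.01, over 25 lists and 4 groups. Of these 100 tests 34 passed, and 0 passed with an estimated correlation, so each list call depends on the form of the test. A higher correlation is not the whole reason. For the nitrate reductase genes *nap* in USDA110 the estimated correlation was -0.2235, below the preset value. Their p from camera before adjustment went from 1.505e-06 to 0.0391. For the FixK_2_-associated genes in USDA110 the estimated correlation was 0.0075, and their p from camera went from 3.34e-36 to 0.00536. The estimated form was thus far weaker here even for lists with a correlation below the preset one. Its 0 calls therefore do not show that a list is unchanged. Of the 25 lists, 8 were taken from genes that the study chose on these samples and are not independent evidence.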

Results of transcriptional analyses are shown in Fig. 1. A total of 373 and 102 genes were differentially up-regulated more than 1.5-fold, relative to ambient CO_2_ conditions, when strains SFJ14–36 and SFJ4–24, respectively, were grown in the rhizoplane of plants incubated under conditions of elevated CO_2_. In contrast, 392 genes in strains SFJ14–36 and 44 genes in SFJ4–24 were significantly down-regulated (Fig. 1). 

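In SFJ14-36, 65 loci were higher at elevated CO_2_, among them *mxaF'* and *flhA* of methanol and formaldehyde oxidation and genes of ribosomal proteins. The highest of these was blr0850, a hypothetical protein, at a log2 ratio of 2.48 ± 0.71 (SD, n = 4). The 3-oxoacyl-[acyl-carrier-protein] reductase gene blr3335, of fatty acid synthesis, was at 2.25 ± 0.66. The ABC transporter permease blr6156, whose neighbour blr6157 was among the highest loci of USDA110, was at 2.06 ± 0.14 (adjusted p = 0.0124 from limma). The zinc metallopeptidase bll4854 was at 1.57 ± 0.40 and the ABC transporter ATP-binding protein bll0193 at 1.53 ± 0.50. The other 5 of the 10 highest among the 65 loci, blr1178, blr0727, bsl3687, bll7993 and bll4941, encode hypothetical proteins and lay between 1.62 and 2.23. With an unadjusted p of 0.05 or less, 323 loci were higher. The count of 65 was 0 with a dye covariate, 227 in 1 fit over all arrays, 0 without replicate 2, 1 without replicate 3 and 0 without replicate 4. With each dye on 2 of the 4 arrays, the covariate leaves the mean ratios as they are and changes only their error. In 1 fit over all arrays with a dye effect 211 were higher. In SFJ4-24, 0 loci were higher with limma at a smallest adjusted p of 0.228, and 166 were higher at an unadjusted p of 0.05 or less. In 1 fit over all arrays 62 loci of SFJ4-24 were higher. The transcriptional regulator gene *fixK2* (bll2757) had 1 of the highest values of that strain, 2.97 ± 0.88 (n = 4), a value not separate from that of the next locus.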

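Among loci past the threshold in SFJ14-36 the lowest was bll0391, a two-component response regulator, at -6.01 ± 1.28 (SD, n = 4; adjusted p = 0.029 from limma). It was followed by blr7892, a putative glutathione S-transferase, at -3.11 ± 1.13, and by blr3666, a nucleoside-diphosphate-sugar epimerase, at -2.49. The putative transposase bll2160 was at -2.39 ± 0.22, and the cytochrome c gene *cyc1* (blr7488), of electron transfer, at -2.25 ± 0.65. A hydroxymyristoyl-acyl carrier protein dehydratase of lipid synthesis, bll3810, was at -2.19 ± 0.46, and *cutM* (blr3534), a subunit of carbon monoxide dehydrogenase, at -2.11 ± 0.72. The other 3 of the 10 lowest among these loci, blr2945, blr3403 and bll4164, lay between -2.25 and -1.76. The ABC transporter ATP-binding protein blr1067, of Table 2, was at -3.59 ± 1.37 and did not pass (adjusted p = 0.0509), and it was at -1.08 in SFJ4-24 and -0.67 in USDA110. In all, 61 loci were lower in SFJ14-36, and 369 at an unadjusted p of 0.05 or less. The count of 61 was 0 with a dye covariate, 263 in 1 fit over all arrays, 1 without replicate 2, 9 without replicate 3 and 0 without replicate 4. Here too the covariate left the mean ratios as they are, and 1 fit over all arrays with a dye effect gave 239. In SFJ4-24, 0 loci were lower with limma and 116 at an unadjusted p of 0.05 or less, in values that are shared in part with the next locus. In 1 fit over all arrays 34 were lower in SFJ4-24. There bll3810 was at -1.17.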

Thirty-four up- and 13 down-regulated genes were commonly detected in both strains isolated from plants grown under elevated CO_2_. In addition, 59 and 26 up-regulated genes in SFJ14–36 and SFJ4–24, respectively, were also commonly detected in strain USDA 110. 

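In the fits per group no gene was higher or lower in both SFJ14-36 and SFJ4-24, since 0 loci of SFJ4-24 passed with limma. In both strains 40 loci were higher at an unadjusted p of 0.05 or less, 28 of them not in USDA110, where independent lists of those sizes would share 6.32. In the same way 25 loci were lower in both, where 5.05 would be shared. Among genes with an unadjusted p of 0.05 or less in both strains was *flhA* (blr6215), a formaldehyde dehydrogenase, at 1.10 ± 0.20 in SFJ14-36 (SD, n = 4; adjusted p = 0.029 from limma) and at 1.21 ± 0.50 in SFJ4-24. The call of *flhA* in SFJ14-36 was lost without replicate 4, when none of that strain's loci was past the threshold. It held in 1 of the 4 fits that left out an array, while its log2 ratio stayed between 1.05 and 1.20. In SFJ4-24 the value of *flhA* is not separate from the next locus. Across the 8480 loci, the mean log2 ratios of both strains had a Pearson's r of 0.297 and a Spearman's rho of 0.248, in which genes are not independent replicates.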

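Genes higher in both USDA110 and SFJ14-36 were bll4854, bll3645, bll7993, blr0509, blr4654 and blr4994. Of these, bll4854 encodes a zinc metallopeptidase and blr0509 a malonyl-CoA synthetase, while the other 4 encode hypothetical proteins. The log2 ratio of bll4854 was 1.58 in USDA110 and that of blr0509 was 1.91, against 0.73 for blr0509 in SFJ14-36. These 6 loci compare with 1.43 that independent lists of 186 and 65 loci would share. A single locus, bll7410, was lower in both, at -0.92 in USDA110 and -1.30 in SFJ14-36, where independent lists would share 0.662. The loci shared by both lists were named after their values were seen. With SFJ4-24, 0 loci were shared with limma. USDA110 shared, at an unadjusted p of 0.05 or less, 44 higher loci with SFJ14-36, where 11.7 would be shared by independent lists, and 38 with SFJ4-24, where 6.03 would be. Without the 12 loci found in all 3 strains these were 32 and 26. The overlap of 6 loci was 0 with a dye covariate, 17 in 1 fit over all arrays, and 0 when any of replicates 1 to 4 was left out of both strains.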

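The genes *hemA*, *hemN*, *cbbL*, *nirK*, *fixN*, *fixQ* and *fixG* of Table 2 had positive mean log2 ratios in each of the 3 strains, but 0 loci passed the test with limma in all 3. At an unadjusted p of 0.05 or less, 12 loci were higher in all 3 strains, where independent lists would share 0.23. These were *hemA* and *hemN* of heme synthesis, *cbbL* of CO_2_ fixation, *fixG* of oxidase assembly, the response regulator gene bll2758, and the hypothetical proteins bll2471, bll2590, bll7551, blr0497, blr2761, bsr3925 and bsr6521. Of these, bll2471, blr0497, blr2761 and bsr3925 were named after their values were seen. The 11 loci of Table 2 with a positive fold change had a median log2 ratio of 1.19 in USDA110, where 9 passed over all genes and 11 when adjusted over the list alone. In SFJ14-36 their median was 0.98, with 0 passed over all genes, 8 at an unadjusted p of 0.05 or less and 7 when adjusted over the list alone. In SFJ4-24 it was 1.19, with 0 passed over all genes, 10 at an unadjusted p of 0.05 or less and 10 when adjusted over the list alone. Without plants the median was 0.011 and 0 passed by either adjustment. The loci were positive on every array for 11 genes in USDA110, 9 in SFJ14-36 and 10 in SFJ4-24. The list was chosen by the study on these samples and is not independent evidence. None of the 9 calls in USDA110 held without replicate 1, when 0 loci of that strain passed.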

Eleven of the genes listed in Table 2 were up-regulated in all the tested strains in response to elevated atmospheric CO_2_. The commonly regulated-genes in the three tested strains included those involved in microaerobic respiration for symbiotic nitrogen fixation (*fixN*, *fixQ*, *fixG*), heme biosynthesis (*hemA*, *hemN*), CO_2_ fixation (*cbbL*), respiratory nitrite reductase (*nirK*), and a two-component response regulator gene (bll2758) located between the *fixLJ* (encoding a low-oxygen responsive two-component regulatory system) and the *fixK*_2_ genes (encoding a transcriptional regulator) involved in symbiotic nitrogen fixation.

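Among the genes of this group, *hemN* and *hemA* of heme synthesis were higher in USDA110. There *hemN* (bll7086), an oxygen-independent coproporphyrinogen III oxidase, was at a log2 ratio of 1.52 ± 0.04 (SD, n = 3; adjusted p = 0.0208 from limma) and *hemA* at 1.43 ± 0.11. In the same strain *fixG* (blr2767), an iron-sulfur protein needed to assemble the oxidase, was at 1.19 ± 0.05 and bll2758 at 0.93 ± 0.19. The large subunit gene of ribulose bisphosphate carboxylase, *cbbL* (blr2585), was at 0.59 ± 0.04 (adjusted p = 0.0377). The oxidase subunit genes *fixN* (blr2763) at 0.92 ± 0.31 and *fixQ* (bsr2765) at 1.65 ± 0.68 did not pass (adjusted p = 0.0605 and 0.0717). In SFJ14-36, *hemA* was at 1.05 ± 0.60 (SD, n = 4; adjusted p = 0.0978) and *hemN* at 0.98 ± 0.62 (adjusted p = 0.115). In that strain *fixQ* was at 0.57 ± 1.05, with 2.15 on replicate 1 and -0.09 to 0.15 on the others, and *fixN* was at 0.58. In SFJ4-24, bll2758 was at 1.64 ± 1.37 (adjusted p = 0.296), *fixG* at 1.77 and *hemA* at 0.69 (adjusted p = 0.228), each shared in part with the value of the next locus. The calls in USDA110 were lost without replicate 1, when 0 loci passed.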

The functional classification of the differentially expressed genes is summarized in Fig. 2. 

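Among genes of carbon cycling, *cbbL* of CO_2_ fixation and 2 alcohol dehydrogenase genes were higher in USDA110, and *mxaF'* and *flhA* of methanol and formaldehyde oxidation in SFJ14-36. Of the 39 loci listed for carbon cycling in the supplement, 5 were higher in USDA110, namely *cbbL*, the alcohol dehydrogenase genes bll5655 and *exaA* (blr6207), the putative citrate lyase gene blr6797 and *hcaA* (bll3998). Of these, blr6797 was at 1.12 ± 0.24 (SD, n = 3). In SFJ14-36, *mxaF'* (blr6213) and *flhA* were higher, while *cutM* of carbon monoxide oxidation and *nuoA* (bll4919), a subunit of NADH dehydrogenase, were lower, the last at -1.63 (adjusted p = 0.0461 from limma). At an unadjusted p of 0.05 or less these 39 loci had 22 higher and 4 lower in SFJ14-36, and 11 higher in SFJ4-24, where 0 passed. Adjusted over the list alone 6 were higher and 4 lower in USDA110, 17 and 4 in SFJ14-36, and 10 and 0 in SFJ4-24. Of the 25 loci of nitrogen cycling, 14 were higher in USDA110 and 1 was lower, the ferredoxin gene *fixX* (bsr1775) at -0.79. In SFJ14-36, 0 were higher with limma, 5 at an unadjusted p of 0.05 or less, and bll0800, a putative NifU protein of iron-sulfur cluster assembly, was lower at -1.67. Adjusted over the list alone the higher loci of nitrogen cycling numbered 19, 4 and 8 in the 3 strains, with 1 lower in each. The median log2 ratio of nitrogen cycling loci was 1.10 in USDA110, 0.36 in SFJ14-36 and 0.31 in SFJ4-24. The lists were chosen by the study on these samples and are not independent evidence, and loci outside the paper's Table 3 were named after their values were seen. None of these calls held in USDA110 without replicate 1, when 0 loci passed, or in SFJ14-36 without replicate 4, when 0 loci passed.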

The differentially expressed genes belonging to the carbon cycling, nitrogen cycling, and cellular processes categories were generally more up-regulated in root-attached *B. japonicum* strains grown under elevated CO_2_ conditions than in cells grown under ambient conditions. Included in these categories were genes encoding for CO_2_ fixation (*cbb* genes), a glutathione-dependent formaldehyde oxidation pathway (the *fdhDF*, *flhA* and *gfa genes*), the TCA cycle *nuo* genes, genes involved in denitrification (*nap*, *nir* and *nos*), nitrogen fixation (*fix* genes), and heat-shock chaperonin proteins. Moreover, genes involved in symbiosis with the host plant, including nodulation (*nod*, *nol* and *noe* genes), heme biosynthesis (*hem* genes), and EPS formation (*exo* and *ndv* genes) genes were up-regulated in strain SFJ14–36. In contrast, there was less of an effect of elevated CO_2_ on the expression of genes involved in symbiosis in strains SFJ4–24 and USDA 110 (Fig. 2). 

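The CO_2_ fixation cluster from *cbbF* to *cbbX* had positive values for 7 of 7 loci in SFJ4-24 and 6 of 7 in SFJ14-36. The nitrogenase cluster and the GroES and GroEL genes showed no shift as groups. The paper's *fix* genes of the low-oxygen oxidase, given below, and its other chaperones are not in these lists. In SFJ4-24 neighbouring loci share their values, so its 7 positive values are not 7 separate results. The median over the 7 *cbb* loci was 1.11 in SFJ4-24 (adjusted p = 1.12e-07 from camera, and adjusted p = 0.354 with an estimated correlation) and 0.80 in SFJ14-36 (adjusted p = 0.000682, and adjusted p = 0.542 with an estimated correlation). In each of these strains 0 loci of the cluster passed over all genes with limma, and 5 passed when adjusted over the list alone. In USDA110 the median was 0.26 (adjusted p = 0.104), with *cbbL* as the gene that passed, and without plants it was 0.018. For the 16 loci of the NADH dehydrogenase cluster *nuo*, which feeds electrons into respiration, the median in SFJ4-24 was 0.24 (adjusted p = 9.43e-05, and adjusted p = 0.354 with an estimated correlation). The median of *nuo* was 0.21 in SFJ14-36 (adjusted p = 0.135, and 0.0416 without replicate 3) and 0.014 in USDA110. The 33 loci from *nifD* to *fixX*, which encode nitrogenase and its assembly, had medians of 0.012, 0.022 and -0.14 in USDA110, SFJ14-36 and SFJ4-24 (adjusted p = 0.877, 0.914 and 0.272). The 11 GroES and GroEL chaperonin genes had medians of 0.045, 0.20 and 0.10 (adjusted p = 0.475, 0.234 and 0.649), and 1 of them, blr4635, was higher in USDA110 at 0.95 ± 0.012 (SD, n = 3). The 8 loci around *sucA* of the TCA cycle had medians of 0.015, 0.27 and 0.18 (adjusted p = 0.977, 0.142 and 0.174), and in SFJ14-36 the adjusted p was 0.0416 without replicate 3. The calls of *cbbL* and blr4635 in USDA110 were lost without replicate 1, when 0 loci passed.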

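In SFJ14-36, genes of heme synthesis and of polysaccharide formation had positive log2 ratios, and 2 genes of the symbiosis list passed the test. These were *ccmC* (blr0469), which exports heme for cytochrome assembly, at 0.80 (adjusted p = 0.0327 from limma), and the putative polysaccharide deacetylase gene blr0562. The first was named after its value was seen. Of the 22 loci listed for symbiosis in the supplement, 10 were higher at an unadjusted p of 0.05 or less and 9 when adjusted over the list alone, with a median of 0.62. For *hemA*, *hemN* and *hemN1* (bll2007), which encode enzymes of heme synthesis, the median was 0.98 (adjusted p = 0.00916 from camera, and adjusted p = 0.555 with an estimated correlation). Over all genes 0 of these 3 passed in SFJ14-36 with limma, each had an unadjusted p of 0.05 or less, and 3 passed when adjusted over the list alone. There *hemN1* was at 0.85 ± 0.56 (SD, n = 4; adjusted p = 0.123). Both lists were chosen by the study on these samples and are not independent evidence. The calls of *ccmC* and blr0562 were lost without replicate 2 or replicate 4 of SFJ14-36, when 0 loci were higher. The log2 ratio of blr0562 stayed between 0.75 and 0.87 when any 1 array was left out.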

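In USDA110, *hemA*, *hemN* and *nolA* were higher and *nolV* was lower, and in SFJ4-24 no symbiosis gene passed the test. The nodulation regulator gene *nolA* (bll2019), which acts to repress *nod* genes, was at a log2 ratio of 0.77 ± 0.06 (SD, n = 3; adjusted p = 0.031 from limma) in USDA110. The paper's quantitative PCR found no significant change of *nolA* in this strain. There *nolV* (blr1815), of the type III secretion system that delivers proteins into host cells, was at -0.76 ± 0.15 (adjusted p = 0.0418). The glucosamine synthase gene *nodM* (blr1632) was at 2.21 ± 1.27 and did not pass (adjusted p = 0.114). Of the 22 symbiosis loci, 3 were higher and 1 was lower in USDA110, with 5 and 1 when adjusted over the list alone, and the median was 0.057. In SFJ4-24, 0 were higher or lower with limma, 3 were higher and 3 lower at an unadjusted p of 0.05 or less, 3 and 3 when adjusted over the list alone, and the median was 0.064. For the 3 heme synthesis genes the median was 1.43 in USDA110 (adjusted p = 0.000364 from camera, and adjusted p = 0.354 with an estimated correlation). In SFJ4-24 it was 0.69 (adjusted p = 0.0218, and adjusted p = 0.354 with an estimated correlation), a call not held without replicate 2 (adjusted p = 0.0638) or replicate 3 (adjusted p = 0.0978). The 14 type III secretion genes had medians of -0.086, 0.055 and -0.099 in USDA110, SFJ14-36 and SFJ4-24 (adjusted p = 0.142, 0.567 and 0.475). The calls of single genes in USDA110 were lost without replicate 1, when 0 loci passed.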

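Among changed loci that encode hypothetical proteins, blr1147 in USDA110 and blr0850 in SFJ14-36 had the highest ratios. In USDA110, 140 of 271 changed loci with a description in the supplement, or 51.7%, encode hypothetical proteins, 98 of them higher and 42 lower. In SFJ14-36 they were 51 of 122, or 41.8%, with 27 higher and 24 lower. In SFJ4-24 no share was computed, since 0 loci passed with limma.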

Genes annotated as encoding hypothetical proteins comprised about 50% of the differentially expressed genes in each data set. 

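Among the 186 loci higher in USDA110 on roots were 40 FixK_2_-associated ones, such as oxidase and nitrate reductase genes, and 98 that encode hypothetical proteins. Among the 65 higher loci of SFJ14-36 were 2 of C1 oxidation and 8 of the ribosomal gene cluster. In USDA110 the region from blr4633 to blr4654, which holds *dnaJ* (blr4653) and other genes of protein protection, had 18 of 21 loci higher, 20 when adjusted over the list alone, with a median log2 ratio of 1.17 (adjusted p = 2.11e-15 from camera, and adjusted p = 0.354 with an estimated correlation). In the region from bll5770 to blr5778, 6 of 9 loci were higher, 8 when adjusted over the list alone. In the region around *fixK1*, from bll6060 to bll6075, 7 of 16 were higher, 11 when adjusted over the list alone. In the region from blr7984 to bll7993, which holds the methionine adenosyltransferase gene *mat* (bll7989), 6 of 10 were higher, 7 when adjusted over the list alone. The 4 regions were chosen by the study on these samples and are not independent evidence. Between SFJ14-36 and USDA110, 306 loci differed, 119 with a higher and 187 with a lower ratio in SFJ14-36, and 1060 at an unadjusted p of 0.05 or less. Between SFJ4-24 and USDA110, 134 differed, 38 higher and 96 lower in SFJ4-24, and 805 at an unadjusted p of 0.05 or less. In the first comparison the nitrate reductase gene *napB* (blr7039) differed by -1.90, and in the second by -1.80. With a dye covariate 81 loci differed in place of 306, and 75 in place of 134. Leaving out SFJ14-36 replicate 1 gave 468 loci, replicate 2 gave 59 and replicate 4 gave 74, and leaving out USDA110 replicate 1 gave 65 and replicate 3 gave 113, in place of 306. In place of 134, leaving out SFJ4-24 replicate 2 gave 33, replicate 3 gave 51 and replicate 4 gave 80, and leaving out USDA110 replicate 1 gave 48 and replicate 3 gave 55. The calls in USDA110 were lost without its replicate 1, when 0 loci passed. From the genes listed, the paper concludes that elevated CO_2_ led to induction of genes of carbon and nitrogen metabolism and of nodulation in rhizoplane strains.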

Taken together, the results of these analyses showed that exposure of soybean plants to an elevated concentration of atmospheric CO_2_ led to the induction of genes that are involved in carbon and nitrogen metabolism, and nodulation of soybean in rhizoplane-associating *Bradyrhizobium* strains. These genes are described in more detail below, and all differentially expressed genes are listed in supplementary Table S2.

### Induction of *Bradyrhizobium* genes involved in carbon metabolism in response to elevated CO_2_

Several *B. japonicum* genes involved in carbon cycling were up-regulated in the soybean rhizoplane when plants were grown in the presence of elevated atmospheric CO_2_. Results in Table 3 show that the up-regulated, differentially expressed genes included those involved in CO_2_ fixation (*cbb* genes), the glutathione-dependent formaldehyde oxidation pathway (*fdhDF*, *flhA*, *gfa* genes), and the TCA cycle (*nuo*, *sucA*, *fumC* genes) in strains SFJ14–36 and SFJ4–24. In addition, elevated CO_2_ resulted in the up-regulations of alcohol dehydrogenase genes, and a vanillin:oxygen oxidoreductase gene (*hcaB*) involved in the degradation of methoxy phenolic lignin monomers in both SJ14–36 and USDA 110, and malonate uptake (*mdcLM*), and carbon monoxide dehydrogenase genes in strain SFJ14–36. These results suggested that atmospheric elevated CO_2_ likely led to increased quantities of fixed carbon, including phenolic compounds and alcohol, in root exudates and, in turn, induced the expression of these carbon metabolic genes in *B. japonicum* cells.

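Of these genes, *flhA* of formaldehyde oxidation passed the test in SFJ14-36, and those of CO_2_ fixation and formate oxidation named below had positive values that did not pass. In SFJ14-36, *gfa* (blr6216), a glutathione-dependent formaldehyde-activating enzyme, was at a log2 ratio of 1.67 ± 0.81 (SD, n = 4; adjusted p = 0.0746 from limma), with 2.87 on replicate 3 and 1.12 to 1.41 on the others. The formate dehydrogenase genes *fdhF* (bll3136) and *fdhD* (bll3135) were at 1.04 and 0.71 (adjusted p = 0.122 and 0.0974). The phosphatase gene *cbbF* (blr2581) was at 1.09 ± 0.40 (adjusted p = 0.057), *cbbL* at 0.69 ± 0.15 (adjusted p = 0.0518) and the activase gene *cbbX* (blr2587) at 1.33 ± 0.66 (adjusted p = 0.0807). Of the NADH dehydrogenase genes, *nuoF* (bll3137) was at 1.10 and *nuoC* (bll4917) at 0.66 (adjusted p = 0.0601 and 0.0551). The TCA cycle genes *sucA* (bll0452) and *fumC* (blr6519) were at 0.19 and 0.64 (adjusted p = 0.798 and 0.216). In SFJ4-24, *cbbA* (blr2584) and *cbbS* (blr2586) of the Calvin cycle were both at 1.29, *cbbL* was at 1.19 ± 0.42 and *nuoL* (bll4906) at 0.62, with adjusted p-values of 0.228 to 0.231 and values shared in part with the next locus. Over the 7 loci of methanol, formaldehyde and formate oxidation the median was 1.11 in SFJ14-36 (adjusted p = 3.62e-06 from camera, and adjusted p = 0.354 with an estimated correlation). There 2 passed over all genes, *mxaF'* and *flhA*, and 7 when adjusted over the list alone. In SFJ4-24 the median was 0.87 (adjusted p = 2.95e-05, and adjusted p = 0.354 with an estimated correlation), with 0 passed over all genes with limma and 3 when adjusted over the list alone. In USDA110 it was -0.18 (adjusted p = 0.882). The list was chosen by the study on these samples and is not independent evidence. The calls in SFJ14-36 were lost without replicate 4, when 0 loci passed.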

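In USDA110 the alcohol dehydrogenase genes *exaA* and bll5655 and the vanillin oxidoreductase gene *hcaA* were higher, and in SFJ14-36 the genes of this group did not pass the test. In USDA110, *exaA*, a quinoprotein ethanol dehydrogenase, was at a log2 ratio of 0.98 ± 0.20 (SD, n = 3; adjusted p = 0.0389 from limma). There *hcaA*, which acts on vanillin from lignin monomers, was at 0.81 ± 0.09 and bll5655 at 0.69 ± 0.08 (adjusted p = 0.0322 and 0.0373). The alcohol dehydrogenase gene blr3675 was negative there, at -0.77 ± 0.28, and did not pass (adjusted p = 0.0697). The aldehyde dehydrogenase gene bll4784 had an adjusted p of 0.0384 at 0.56, below 1.5-fold. In SFJ14-36, *hcaA* was at 1.31 ± 1.39 (SD, n = 4; adjusted p = 0.23), bll5655 at 1.03 ± 0.97 (adjusted p = 0.198) and blr3675 at 0.65 ± 0.19 (adjusted p = 0.0605). The malonate carrier genes *mdcL* (blr1277) and *mdcM* (blr1278) were at 0.66 and 0.90 (adjusted p = 0.0928 and 0.123). The carbon monoxide dehydrogenase gene *cooxM* (bll5664) was at 0.77 ± 1.48 in SFJ14-36, with 2.97 on replicate 1 and -0.28 to 0.23 on the others. In SFJ4-24 it was at 1.30 ± 0.23, a value shared in part with the next locus. The small chain gene blr0335 of such an enzyme was at 0.67 ± 0.46 in SFJ14-36 (adjusted p = 0.136). Between strains, *exaA* differed by -1.06 and blr3675 by 1.42 in SFJ14-36 against USDA110, both past the threshold. The calls in USDA110 were lost without replicate 1, when 0 loci passed.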

### Induction of genes involved in nitrogen cycling in response to elevated CO_2_

*B. japonicum* is thought to be the only *Bradyrhizobium* species that is a true denitrifier (34). When nitrate serves as the terminal electron acceptor and the sole source of nitrogen, this bacterium reduces NO_3_^−^ simultaneously to N_2_ when cultured microaerobically. Genome sequence analysis of *B. japonicum* strain USDA 110 indicated that this bacterium has a complete and functional set of genes for denitrifying NO_3_^−^ to N_2_ (25, 47). 

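In USDA110 on roots at elevated CO_2_, 4 genes of the periplasmic nitrate reductase, the nitrite reductase gene *nirK*, the nitrate uptake gene *nrtC* and the accessory gene *nosD* were higher. The nitrite reductase gene *nirK* (blr7089) was at a log2 ratio of 1.36 ± 0.24 (SD, n = 3; adjusted p = 0.0324 from limma). Of the periplasmic nitrate reductase operon, 4 of 5 genes were higher, *napE* at 1.36 ± 0.09, *napD* (blr7037) at 1.42 ± 0.06, *napB* at 1.58 ± 0.32 and *napC* (blr7040) at 1.69 ± 0.03. Over the 5 *nap* loci the median was 1.42 (adjusted p = 1.25e-05 from camera, and adjusted p = 0.354 with an estimated correlation), and 4 passed when adjusted over the list alone. The transporter gene *nrtC* (bll5732), an ATP-binding subunit for nitrate uptake, was at 1.23 ± 0.11, and the regulator gene *nnrR* (blr7084), of the response to nitrogen oxides, at 1.10 ± 0.24. Of the 7 *nos* loci 1 was higher over all genes and 1 when adjusted over the list alone, *nosD* (blr0316) at 0.62 ± 0.06 (adjusted p = 0.0377), which encodes a protein for copper insertion into nitrous oxide reductase. The median of the *nos* loci was 0.32 (adjusted p = 0.0017 from camera, and adjusted p = 0.354 with an estimated correlation). The reductase gene *nosZ* (blr0315) was at 0.48 ± 0.37 (adjusted p = 0.191), *nrtB* (blr2804) at -0.19 and blr7090, a probable nitrate reductase, at 1.01 (adjusted p = 0.0524). Each call of a single gene was lost without replicate 1, when 0 loci passed.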

The microarray analyses performed here indicated that the denitrification gene *nirK* (encoding the respiratory nitrite reductase), *nap* genes (encoding a periplasmic nitrate reductase), *nos* genes (encoding a nitrous oxide reductase) and *nrt* genes (encoding a nitrate ABC transporter) in strain USDA 110 were significantly up-regulated in response to atmospheric elevated CO_2_ concentration in the soybean rhizoplane. Similarly, up-regulation of *nirK* was also detected in strains SFJ14–36 and SFJ4–24.

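In SFJ14-36 and SFJ4-24 the nitrite reductase gene *nirK* had positive mean values that did not pass the test. In SFJ14-36 its log2 ratio was 0.79 ± 0.88 (SD, n = 4; adjusted p = 0.252 from limma). In SFJ4-24 it was 0.74 ± 0.31 (SD, n = 4; adjusted p = 0.228), and 1.59 after the share of the next locus was taken out, a calculation chosen after seeing the data.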

Results of quantitative RT-PCR analyses (Table 4), which were used to quantify gene expression of the denitrification genes, indicated that the *nirK* gene was significantly up-regulated in the rhizoplane in response to elevated CO_2_ in all of the tested *B. japonicum* strains. While *norC*, encoding a nitric oxide reductase subunit, was not significantly up-regulated in all tested strains, the expressions of *napE* (encoding a periplasmic nitrate reductase) and *nosZ* (encoding nitrous oxide reductase) significantly changed in strain USDA 110 in response to plant growth under an elevated atmospheric concentration when the strain was grown in the rhizoplane of plants incubated under elevated CO_2_. These results were similar to those found using microarray analyses (Table 3). In contrast, amplification of *nosZ* was not detected in strains SFJ14–36 and SFJ4–24 when using RT-PCR with cDNA as templates (Table 4) or by conventional PCR using genomic DNAs from the same strains (data not shown). This suggests that either strains SFJ14–36 and SFJ4–24 do not possess a *nosZ* gene reacting with the tested primers or they lack this gene in their genomes.

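On the arrays, *napE* differed between strains, while the nitric oxide reductase gene *norC* had values near 0 in all 3. In USDA110, *norC* was at a log2 ratio of 0.09 ± 0.22 (SD, n = 3; adjusted p = 0.64 from limma), in SFJ14-36 at 0.12 and in SFJ4-24 at -0.15. In SFJ14-36, *napE* was at 0.71 (adjusted p = 0.0812), and in SFJ4-24 at 0.00, in a value shared in part with the next locus. The difference of *napE* between SFJ4-24 and USDA110 was -1.36 and was past the threshold. Over the *nap* loci the median was -0.16 in SFJ14-36 and -0.22 in SFJ4-24 (adjusted p = 0.919 and 0.453 from camera). The 4 *nor* loci had medians of 0.043, 0.081 and -0.095 in USDA110, SFJ14-36 and SFJ4-24 (adjusted p = 0.787, 0.87 and 0.433). The probe of *nosZ* gave -0.88 ± 0.60 in SFJ14-36 (adjusted p = 0.127) and -0.29 in SFJ4-24. The paper did not detect *nosZ* by PCR in either isolate and proposes that the gene is missing or did not react. Values of *nos* probes in the isolates may therefore be foreign signal. Over the *nos* loci the median was -0.17 in SFJ14-36 (adjusted p = 0.597) and -0.19 in SFJ4-24 (adjusted p = 0.0196, and adjusted p = 0.631 with an estimated correlation). The last call did not hold without replicate 1 (adjusted p = 0.112) or replicate 4 (adjusted p = 0.157), or in 1 fit over all arrays (adjusted p = 0.0891). It was also lost after the share of the next locus was taken out (adjusted p = 0.0572), a calculation chosen after seeing the data.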

In contrast, the *fixK*_2_ gene, which is a transcriptional regulatory gene involved in symbiotic nitrogen fixation, was induced in *B. japonicum* strains SFJ14–36 and SFJ4–24 in the rhizoplane of soybean plants exposed to elevated CO_2_ (Table 3). 

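The regulator gene *fixK2*, which activates genes for life at low oxygen, had its largest mean log2 ratio in SFJ4-24, where it did not pass the test. There its adjusted p was 0.228 from limma (n = 4), and its value was 3.12 after the share of the next locus was taken out, a calculation chosen after seeing the data. In SFJ14-36 it was at 0.54 ± 0.56 (adjusted p = 0.246), in USDA110 at -0.02 ± 0.16 (adjusted p = 0.887) and without plants at -1.17 ± 1.51. The difference between SFJ4-24 and USDA110 was 2.99 (adjusted p = 0.0224) and passed, and that between SFJ14-36 and SFJ4-24 was -2.43 (adjusted p = 0.0521). Over *fixL*, *fixJ*, bll2758 and *fixK2*, the regulators of the low-oxygen response, the median in SFJ4-24 was 0.98 (adjusted p = 0.00799 from camera, and adjusted p = 0.354 with an estimated correlation). This call did not hold without replicate 3 (adjusted p = 0.0658), and 2 of the 4 genes passed when adjusted over the list alone against 0 over all genes with limma. The median of these 4 was 0.38 in SFJ14-36 (adjusted p = 0.174) and 0.0076 in USDA110 (adjusted p = 0.475). Without plants it was -0.56 (adjusted p = 0.0034, and adjusted p = 0.419 with an estimated correlation).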

Mesa *et al.* (35) identified 51 FixK_2_-associated promoter regions in *B. japonicum* USDA 110 by global transcription and promoter analyses. 

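FixK_2_-associated genes for low-oxygen respiration, heme synthesis and nitrate reduction were higher in USDA110, with far fewer calls in the other strains. Of the 55 loci that the supplement lists for FixK_2_, 40 were higher in USDA110 over all genes and 54 when adjusted over the list alone, with positive values for 55. Their median log2 ratio was 1.14 (adjusted p = 3.34e-36 from camera, and adjusted p = 0.354 with an estimated correlation). In SFJ14-36, 1 locus was higher over all genes, the hypothetical protein blr4654, while 12 were higher and 1 lower when adjusted over the list alone. The median there was 0.55 (adjusted p = 1.27e-06, and adjusted p = 0.586 with an estimated correlation). In SFJ4-24, 0 loci passed with limma and 9 were higher when adjusted over the list alone, with a median of 0.17 (adjusted p = 3.98e-06, and adjusted p = 0.354 with an estimated correlation). Without plants the median was 0.011 (adjusted p = 0.649). Between USDA110 with and without plants the list differed at a median of 1.06 (adjusted p = 0.0246 with an estimated correlation), and between SFJ4-24 and USDA110 at a median of -0.81 (adjusted p = 0.0276 with an estimated correlation). Between SFJ14-36 and USDA110 the median was -0.58 (adjusted p = 4.67e-10, and adjusted p = 0.321 with an estimated correlation), and between SFJ14-36 and SFJ4-24 it was 0.10 (adjusted p = 0.362). Those 4 comparisons were chosen after the result was seen. The study listed these loci because they were up-regulated on these samples, so the list is not independent evidence. The calls of single genes were lost without replicate 1 in USDA110, when 0 loci passed, and without replicate 4 in SFJ14-36, when 0 loci passed.

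**Figure D1:**
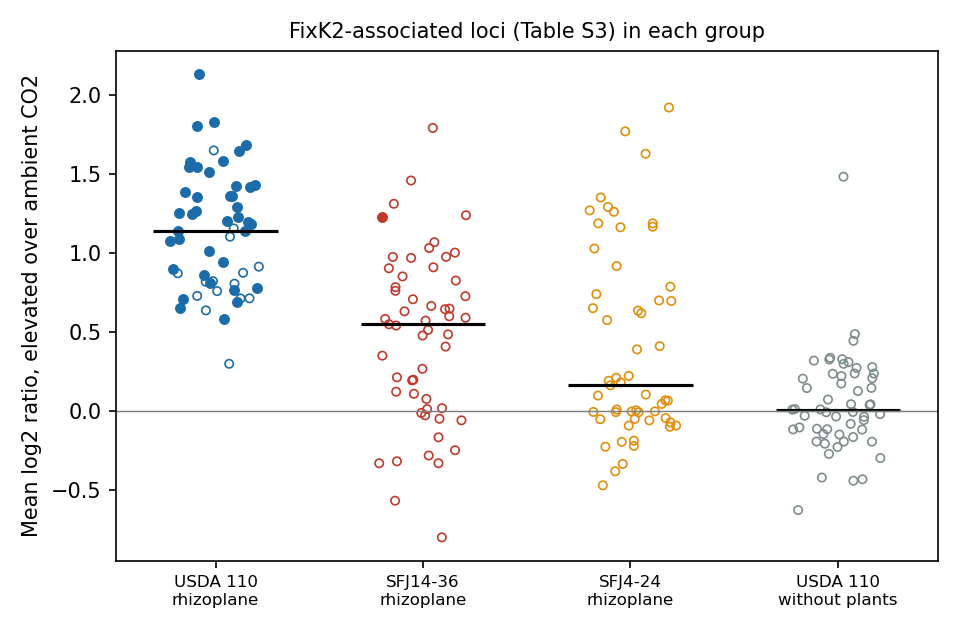
Mean log2 ratio of elevated over ambient CO_2_ (vertical axis) of 55 FixK_2_-associated loci in each group (horizontal axis). Filled points passed the test, open points did not, and the black line is the median, which was 1.14 in USDA110, 0.55 in SFJ14-36, 0.17 in SFJ4-24 and 0.011 without plants.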

Interestingly, 53, 23, and 14 of the up-regulated genes in USDA 110, SFJ14–36 and SFJ4–24, respectively, were well correlated with the transcriptionally active FixK_2_-associated genes reported by Mesa *et al.* (35) (Supplementary Table S3). These included genes involved in microaerobic respiration (*fixNOQP* and *fixGHI*), heme biosynthesis (*hemA* and *hemN*), denitrification (*nirK* and *nap* genes), *fixK*_1_ (*fixK*_2_ homolog gene), and *rpoN*_1_ (encoding the RNA polymerase σ^54^ subunit). These results suggested that either enhancement of fixed carbon or other metabolic products could be involved in the activation of FixK_2_ and FixK_2_-regulated genes, and that these genes might play an important role in the adaptation of *B. japonicum* to microaerobic respiration on soybean roots grown under elevated CO_2_.

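In USDA110 the oxidase genes *fixO* and *fixP* and the assembly genes *fixG* and *fixH* were higher, as were *fixK1* and *rpoN1*. The subunit gene *fixO* (blr2764) was at a log2 ratio of 1.80 ± 0.02 (SD, n = 3). The ATPase gene *fixI* (blr2769), for copper transport into the oxidase, was at 0.82 ± 0.35 and did not pass (adjusted p = 0.0786 from limma). The FixK_2_ homolog gene *fixK1* (bll6061) was at 0.66 ± 0.12 (adjusted p = 0.0424), and the sigma factor gene *rpoN1* (blr1883) at 0.77 ± 0.14 (adjusted p = 0.0392). Over the 8 loci of *fixNOQP* and *fixGHIS* the median was 1.39 (adjusted p = 4.35e-07 from camera, and adjusted p = 0.354 with an estimated correlation), with 4 higher over all genes and 7 when adjusted over the list alone. In SFJ4-24 the median was 0.83 (adjusted p = 2.71e-05, and adjusted p = 0.457 with an estimated correlation), with 0 over all genes with limma and 5 when adjusted over the list alone. There *fixK1* was at 1.17, *fixH* at 1.17, *fixP* at 1.03 and *fixO* at 0.64, in values shared in part with the next locus. In SFJ14-36 the median was 0.56 (adjusted p = 0.0783, and 0.0416 without replicate 3), *fixO* was at -0.57 and *fixH* at 0.55, with 2.10 for *fixH* on replicate 1. The differences of *fixO* and *fixP* between SFJ14-36 and USDA110 were -2.37 and -1.92, and that of *fixO* between SFJ4-24 and USDA110 was -1.17, all past the threshold. The calls in USDA110 were lost without replicate 1, when 0 loci passed.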

### Changes in expression of symbiosis-related genes

One of our initial hypotheses was that the expression of genes involved in symbiosis with the host plant might be enhanced by alteration of the quality and quantity of *nod* gene-inducing compounds (*i.e.* flavonoids) exuded in the rhizoplane and rhizosphere of plants grown under elevated atmospheric CO_2_. As shown in Table 3, six nodulation genes (*nodY*, *nodA*, *nodU*, *noeL*, *noeI*, *nolY*) in strain SFJ14–36 were up-regulated >1.5-fold in the soybean rhizoplane of CO_2_-grown plants, relative to that seen in bradyrhizobia recovered from plants grown under ambient CO_2_ conditions. In contrast, *nolA* and *nodD*_2_, which are negative transcriptional regulators of nodulation gene induction, and *nodC*, which is involved in the synthesis of lipochitooligosaccharide Nod factors, were down-regulated in strain SFJ4–24 in response to elevated CO_2_ conditions. 

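The 6 nodulation genes had positive mean log2 ratios in SFJ14-36, between 0.50 and 0.92, and none passed the test over all genes. Their products build and decorate Nod factors, the signals that start nodule formation. For *nolY* (bll2016) the value was 0.92 ± 0.46 (SD, n = 4; adjusted p = 0.0841 from limma), for the carbamoyl transferase gene *nodU* (blr2029) 0.75 ± 0.39 (adjusted p = 0.0965) and for the acyl transferase gene *nodA* (blr2025) 0.74 ± 0.52 (adjusted p = 0.138). The fucose synthesis gene *noeL* (bll1631) was at 0.67 ± 0.62, with 1.60 on replicate 3 and 0.28 to 0.40 on the others. The methyltransferase gene *noeI* (blr2062) was at 0.61 ± 0.39, with 1.19 on replicate 4 and 0.33 to 0.47 on the others, and *nodY* (blr2024) was at 0.50 ± 0.70 (adjusted p = 0.35). Of the 6 genes, 5 had an unadjusted p of 0.05 or less and 5 were positive on every array. Over the 12 loci of the *nod* operon from *nodY* the median was 0.37 (adjusted p = 0.000175 from camera, and adjusted p = 0.522 with an estimated correlation), with 0 passed over all genes with limma and 0 when adjusted over the list alone. In USDA110 the median of the operon was 0.052 (adjusted p = 0.342). In SFJ4-24 it was -0.060 (adjusted p = 0.171, and 0.00795 without replicate 1), and *nodA* was there at 0.83 on replicate 1 and -0.27 to -0.16 on the others.

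**Figure D2:**
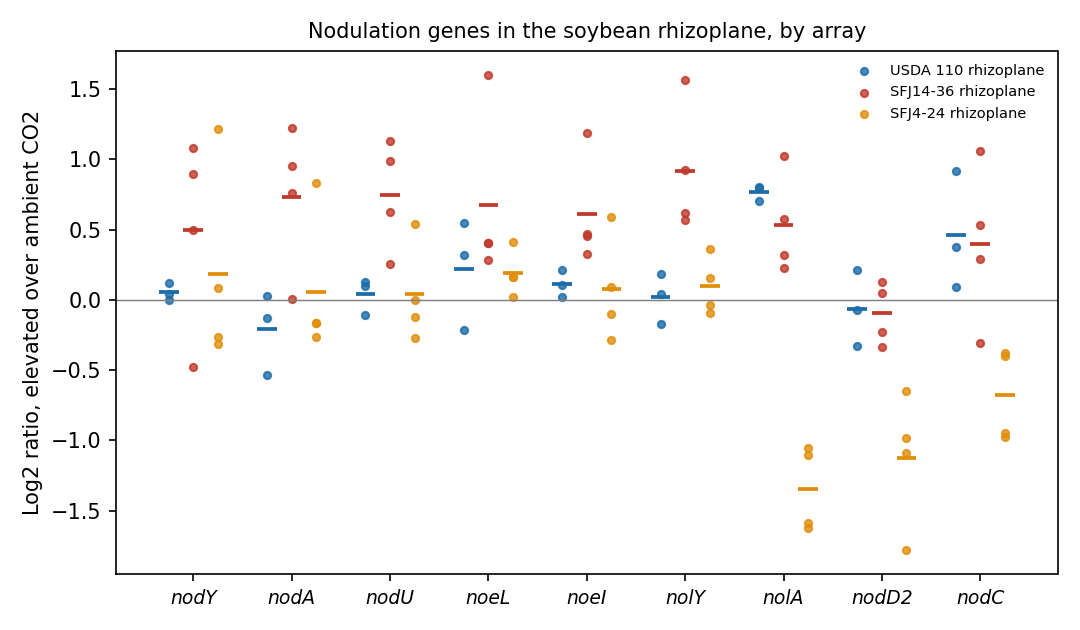
Log2 ratio of elevated over ambient CO_2_ (vertical axis) of 9 nodulation genes (horizontal axis) in 3 strains, with dots for arrays and bars for means. In SFJ14-36, *noeL* stands at 1.60 on replicate 3, and in SFJ4-24 the means of *nolA* and nodD_2_ are -1.34 and -1.13.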

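In SFJ4-24 the regulator genes *nolA* and *nodD2* and the Nod factor synthesis gene *nodC* had negative log2 ratios on each of 4 arrays, and none passed the test. For *nolA* the value was -1.34 ± 0.30 (SD, n = 4; adjusted p = 0.228 from limma), and it was -0.50 after the share of the next locus was taken out. For *nodD2* (bll2021) these values were -1.13 ± 0.48 and -2.19, and for the chitin synthase gene *nodC* (blr2027) -0.67 ± 0.33 and -0.55. That calculation was chosen after seeing the data. In SFJ14-36, *nolA* was at 0.54 ± 0.36 (adjusted p = 0.145), *nodD2* at -0.10 ± 0.22 and *nodC* at 0.40 ± 0.57 (adjusted p = 0.371). In USDA110, *nodD2* was at -0.064 ± 0.27 and *nodC* at 0.46 ± 0.42 (n = 3).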

The significant down-regulation of the negative transcriptional regulator genes (*nolA* and *nodD*_2_) was verified by qRT-PCR analyses and only occurred in strain SFJ4–24 (Table 4). In contrast, qRT-PCR analyses indicated that both *nodY* and *nodC*, which are both essential for Nod factor biosynthesis in *B. japonicum* (4, 37), were up-regulated in SFJ14–36, but not changed in SFJ4–24 and USDA 110 (Table 4). These results indicated that the induction and repression of nodulation gene expression in response to elevated CO_2_ in the soybean rhizoplane and rhizosphere likely occurs in a strain-specific manner and that more nodulation genes were up-regulated in the strain isolated from soybean nodules grown under elevated CO_2_ conditions than in strains isolated from plants grown under ambient CO_2_ conditions.

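Of the nodulation genes, *nolA* differed between strains in the values as deposited, and its differences did not pass after the share of the next locus was taken out in SFJ4-24. Between SFJ14-36 and SFJ4-24, the difference of *nolA* was 1.88 (SE 0.22, adjusted p = 0.0291 from limma). Between SFJ4-24 and USDA110 it was -2.11 (adjusted p = 0.00514). The differences between SFJ14-36 and SFJ4-24 were 1.03 for *nodD2* (adjusted p = 0.109), 1.07 for *nodC* (adjusted p = 0.152), 0.82 for *nolY* (adjusted p = 0.169) and 0.32 for *nodY* (adjusted p = 0.764). For the *nod* operon the median difference was 0.52 (adjusted p = 1.11e-05 from camera, and adjusted p = 0.248 with an estimated correlation), a comparison chosen after the result was seen. In all, 53 loci differed between SFJ14-36 and SFJ4-24, 31 with a higher and 22 with a lower ratio in SFJ14-36, and 700 at an unadjusted p of 0.05 or less. That total was 31 without SFJ14-36 replicate 1, 0 without its replicate 2 and 0 without its replicate 4. It was 7 without SFJ4-24 replicate 1, 0 without replicate 2, 0 without replicate 3 and 12 without replicate 4. After the share of the next locus was taken out, a calculation chosen after seeing the data, the total was 1. The median size of the 53 differences went from 1.21 (median SE 0.186) to 1.08 (median SE 0.257), with the same sign for 53, so most calls ended as the errors grew. The differences of *nolA* were then 1.03 (SE 0.43, adjusted p = 0.411) and -1.27 (SE 0.46, adjusted p = 0.225).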

Exopolysaccharides (EPS) and cyclic beta-glucans have been shown to provide important functions for N_2_-fixing symbioses (8, 28). 

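In SFJ14-36 the putative polysaccharide deacetylase gene blr0562 was higher, and the glucan and exopolysaccharide genes *ndvC*, *exoM* and *exoP* did not pass the test. The log2 ratio of blr0562 was 0.82 ± 0.15 (SD, n = 4; adjusted p = 0.0394 from limma). The glucan synthase gene *ndvC* (bll4612) was at 0.62 ± 0.86 (adjusted p = 0.336) and the sugar transferase gene *exoM* (bll7574) at 0.64 ± 0.69 (adjusted p = 0.245). In SFJ4-24, *exoP* (bll2362), for export of succinoglycan, was at 0.87 ± 0.48 (adjusted p = 0.231), and at 0.49 after the share of the next locus was taken out, a calculation chosen after seeing the data. Over these 4 loci the median in SFJ14-36 was 0.63 (adjusted p = 0.00822 from camera, and adjusted p = 0.354 with an estimated correlation), with 1 higher over all genes and 1 when adjusted over the list alone. The median was 0.14 in SFJ4-24 (adjusted p = 0.787) and -0.27 in USDA110 (adjusted p = 0.475). The list was chosen by the study on these samples and is not independent evidence. The call of blr0562 was lost without replicate 2 or replicate 4, when the higher loci of the strain numbered 0.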

Results of the microarray analyses reported here indicated that *ndvC* (encoding a beta glucan synthase), *exoM* (UDP-hexose transferase), blr0562 (encoding a putative polysaccharide deacetylase) in *B. japonicum* strain SFJ14–36, and *exoP* (encoding succinoglycan biosynthesis transporter) in strain SFJ4–24 were up-regulated more than 1.5-fold in response to growth in the rhizoplane of soybean plants exposed to elevated CO_2_, relative to that seen under ambient conditions. These results suggest that *B. japonicum* may be induced to produce polysaccharides in the rhizoplane in response to elevated atmospheric CO_2_, which may be ultimately related to biofilm formation and nodulation functions (18).

### Phenolic content of root exudates

Another of our initial hypotheses was that the quality and quantity of flavonoid (phenolics) root exudates in the rhizoplane and rhizosphere are altered in response to elevated atmospheric CO_2_ (46). This hypothesis appears to be likely correct in the case of common beans (19). Results of analyses performed here indicated that total phenolic compounds, as measured using a colorimetric assay, were significantly greater (*p<*0.05) in root exudates from soybean plants grown under elevated CO_2_ (0.50 μmol g root DW^−1^) than under ambient (0.43 μmol g root DW^−1^) conditions. These results suggest that the production of total phenolic compounds in the soybean rhizoplane and rhizosphere, which include flavonoids and lignins, increase in response to elevated atmospheric CO_2_, and this may lead to the induction of bacterial gene expression in the soybean rhizosphere.

## Discussion

Elevated atmospheric CO_2_ is thought to indirectly affect microbial composition and function by altering root growth and the quality and quantity of fixed carbon released via root exudation (19, 41, 46). Although alteration of the carbon supply due to enhanced CO_2_ fixation rates has been postulated to directly influence nitrogen cycling in soils (21), the influence of this greenhouse gas on the nitrogen-fixing symbiosis between *B. japonicum* and soybean is poorly understood. Recently, however, Prévost *et al.* (38) reported that elevated atmospheric CO_2_ increased soybean nodule number and mass, and increased shoot dry weight, and C and N uptake compared to ambient CO_2_. The reasons, however, for the reported CO_2_-induced enhancement of the symbiosis are currently unknown. It was hypothesized that enhancement of the symbiotic interaction between bradyrhizobia and soybeans was likely due to enhanced plant root growth, water use efficiency, and root exudation, which secondarily influence the growth, colonization, and nodulation of bradyrhizobia growing in the soybean rhizoplane and rhizosphere. In the study reported here, we used transcriptome analyses in order to examine how gene expression in *B. japonicum* cells changed in response to atmospherically elevated CO_2_ in the soybean rhizoplane.

The results of microarray analyses reported here showed that 604 genes in *B. japonicum* USDA 110 were differentially regulated, more than 1.5-fold, relative to ambient CO_2_ conditions, when the bacterium was grown in the rhizoplane of plants incubated under conditions of elevated CO_2_. However, when the USDA 110 cells were grown in plant growth boxes without soybeans, only 29 genes were differentially-regulated (≥1.5-fold) in response to elevated CO_2_. The direct effects of elevated atmospheric CO_2_ concentration on transcription might be included in the 604 differentially regulated genes since the control USDA 110 cells grown in carbon-free plant nutrient solution (without soybeans) are likely starved, with down-regulated transcription of some metabolic genes. However, the number of differentially regulated genes and transcriptional profiles that were observed in bacteria recovered from plants grown under conditions of elevated atmospheric CO_2_ and control conditions were also totally different. Thus, these results suggest that the expression of bradyrhizobial genes is influenced by elevated atmospherically elevated CO_2_ concentration in the soybean rhizoplane and this is likely caused by indirect effects mediated via plant roots.

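Gene by gene, the log2 ratios of USDA110 cells with and without plants did not correlate, and the conjugation gene *traG* and the oxidase gene *fixP* differed in opposite directions. Across the 8480 loci the mean ratios of both groups had a Pearson's r of -0.0067 and a Spearman's rho of 0.0044. The arrays without plants also correlated little with each other, at -0.301 to 0.290, so these values near 0 do not show that the responses differ. Genes are not independent replicates, and no test was made.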

In strain SFJ14–36, a large number of differentially-regulated genes were detected (765 genes) in response to elevated CO_2_ concentration, relative to those seen in strain SFJ4–24 (146 genes). Results from these analyses suggested that strain SFJ14–36, which was originally isolated from nodules of soybean plants exposed to elevated CO_2_, may be more transcriptionally responsive to the effect of increased carbon dioxide than strain SFJ4–24, which was isolated from soybean nodules of plants exposed to ambient CO_2_; however, the genome structure of either of these *Bradyrhizobium* isolates is likely different from USDA 110, due in large part to the existence of many genomic islands, including the large symbiotic island (25), which are horizontally acquired (14). 

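The C1 oxidation gene *mxaF'* differed between SFJ14-36 and USDA110, while most genes that changed in SFJ14-36 were not shown to differ from SFJ4-24. Of the 126 loci that changed in SFJ14-36, 34 also differed from SFJ4-24 in the test of the difference, and 75 differed from USDA110. For *mxaF'* the difference between SFJ14-36 and USDA110 was 1.56 (adjusted p = 0.0302 from limma). Among all 8480 loci the mean ratios of USDA110 had a Pearson's r of 0.152 with those of SFJ14-36 and 0.0897 with those of SFJ4-24, and Spearman's rho was 0.0944 and 0.0381. These describe genes, which are not independent replicates. The 34 and 75 loci rest on calls that were lost without replicate 4 of SFJ14-36, when 0 loci were changed in it. The 34 also rest on the 53 loci that differed between SFJ14-36 and SFJ4-24. These numbered 1 after the share of the next locus was taken out, and 0 without SFJ4-24 replicate 2 or 3 or SFJ14-36 replicate 2 or 4.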

Itakura *et al.* (23) also showed that some of the genomic islands in strain USDA 110 were missing in the genome of other *B. japonicum* strains. Based on these results, we cannot rule out the possibility that the decrease in the number of differentially expressed genes in strain SFJ4–24 may be due to a different genome structure than strain USDA 110.

### Carbon metabolism

Microarray analyses indicated that carbon metabolism genes in *Bradyrhizobium* that are involved in CO_2_ fixation, the TCA cycle, and a glutathione-dependent formaldehyde oxidation pathway (C1 metabolism) were up-regulated due to plant growth under elevated CO_2_ conditions. While the CO_2_ concentration in soil is ~10–50 times higher than that found in the atmosphere (27), the experiments conducted in this present study were performed under gnotobiotic conditions using a hydroponic system. Thus, CO_2_ was likely limiting for adequate uptake by bradyrhizobia, and induction of CO_2_ fixation genes (*Bradyrhizobium* can grow as an autotroph) may be directly affected by an increased atmospheric (and dissolved) CO_2_ concentration. However, the induction of CO_2_ fixation genes was not detected in USDA 110 cells in response to elevated CO_2_ when the cells incubated in nutrient solution without soybean plants (Supplementary Table S1); therefore, an elevated concentration of atmospheric CO_2_ likely does not directly influence the expression of CO_2_ fixation genes in *Bradyrhizobium*.

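Of the CO_2_ fixation genes, none passed the test in USDA110 without plants. There *cbbL* was at a log2 ratio of 0.25 ± 0.20 (SD, n = 4), *cbbS* at 0.32 ± 0.18 and *cbbX* at -0.45 ± 0.37, with adjusted p-values from limma of 0.731 to 0.778. For *cbbF* the value was 0.018, and 0 of the 6 *cbb* loci of Table 3 had an unadjusted p of 0.05 or less. For the 7 loci of the cluster the adjusted p from camera was 0.644.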

The glutathione-dependent formaldehyde oxidation pathway is involved in C1 metabolism and methanol oxidation in *B. japonicum*. Recently, Sudtachat *et al.* (51) reported that *B. japonicum* USDA 110 oxidized methanol, whereas a *mxaF’* mutant did not. Since *mxaF’* (encoding a methanol dehydrogenase) was also up-regulated in strain SFJ14–36, our results suggest that the activity of methanol oxidation to formaldehyde was also likely increased in response to elevated CO_2_. 

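In SFJ14-36 *mxaF'*, the gene of a methanol dehydrogenase subunit, was at a log2 ratio of 1.38 ± 0.21 (SD, n = 4; adjusted p = 0.029 from limma). The cytochrome c gene blr6214 beside it was at 1.22 (adjusted p = 0.126) in SFJ14-36 and at 1.10 in SFJ4-24, where *mxaF'* was at 0.87 (adjusted p = 0.441) and neighbouring loci share their values in part. The call of *mxaF'* was lost without replicate 2 or replicate 4 of SFJ14-36, when the higher loci of the strain numbered 0.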

Interestingly *mxaF’* is located upstream of blr6214 (encoding a cytochrome c), *flhA*, and *gfa* in *B. japonicum*, and these four genes form a transcriptional unit (25, 51). Thus, the gene cluster likely functions in methanol oxidation via a glutathione-dependent formaldehyde oxidation pathway. In addition, up-regulation of other alcohol dehydrogenase genes (bll5655, blr3675) in SFJ14–36 was observed following exposure to elevated CO_2_ (Table 3). Rhizobia have previously been shown to grow using ethanol as the sole C source (43), and elevated atmospheric CO_2_ has been shown to increase alcohol production in plants (11). Taken together, these results suggested that the induction of a glutathione-dependent formaldehyde oxidation pathway and alcohol dehydrogenase genes might be caused by an increase in alcohol exudation from soybean roots in response to elevated CO_2_. However, it should be noted that these glutathione-dependent formaldehyde oxidation genes have also been shown to be induced when *B. japonicum* was grown with methoxy phenolic lignin monomers, such as vanillin and vanillate, as sole carbon sources (24, 51). Increased lignin content in wheat was also observed under elevated CO_2_ (9), and Ainsworth *et al.* (3) reported that the expression of soybean lignin biosynthetic genes was up-regulated by elevated CO_2_.

In the study reported here, we observed that the total concentration of phenolic compounds in soybean root exudates, which included lignin monomers, was significantly increased by the growth of plants under elevated CO_2_. This result is consistent with what was previously reported for *Phaseolus vulgaris*, the host plant of *Rhizobium leguminosarum* bv. *phaseoli* (19). Thus, these results suggest that a plausible alternate hypothesis is that the up-regulation of glutathione-dependent formaldehyde oxidation genes might also be due to increased phenolic-lignin content in the root exudates of soybean plants grown under an elevated atmospheric concentration of CO_2_.

### Denitrification and FixK_2_-associated genes

Hartwig *et al.* (20) proposed that increased microbial biomass due to elevated CO_2_ might incorporate more available soil N, result in higher denitrification rates, and thus cause a shortage of available N for plant growth. While some studies have shown that elevated CO_2_ generally results in decreased denitrification rates in soil, contradictory effects have also been reported (5). For example, Barnard *et al.* (5) suggested that CO_2_-induced reduction in denitrification rates was likely a secondary result of a decrease in soil nitrate, which likely results in the reduced availability of electron acceptors for denitrification. *B. japonicum* is thought to be the only *Bradyrhizobium* strain that is a true denitrifier (34), and when nitrate serves as the terminal electron acceptor and the sole source of nitrogen, this bacterium reduces NO_3−_simultaneously to N_2_ when cultured microaerobically. Denitrification in *B. japonicum* USDA 110 depends on the *napEDABC*, *nirK*, *norCBQD* and *nosRZDFYLX* gene clusters, encoding nitrate-, nitrite-, nitric oxide- and nitrous oxide-reductases, respectively (34). The results of transcriptional analyses reported here showed that the expressions of *napE*, *nirK* and *nosZ* genes were induced in strain USDA 110 grown under elevated CO_2_ concentration in the rhizoplane, suggesting that the denitrification rate by *B. japonicum* strain USDA 110 should be enhanced under high CO_2_ concentration; however, this phenomenon might not be true for all bradyrhizobia as the *nos* gene cluster, which encodes N_2_O reductase, was not found in the genomes of other *Bradyrhizobium* strains (23, 47).

The *nirK* gene has also been shown to be involved in respiration and a Cu-containing nitrite reductase in *B. japonicum* has been described (54). Since the transcriptome data showed that *nirK* was significantly induced under elevated CO_2_ conditions in all the tested *Bradyrhizobium* strains, our results suggest that NirK might be enhanced in soybean rhizoplane-localized *B. japonicum* cells in plants exposed to elevated atmospheric CO_2_. The expression of *nirK* is also known to be dependent on FixK_2_, a transcriptional activator of a large group of genes involved in anaerobic and microaerobic metabolism. This allows for bacteroid respiration inside root nodules to support nitrogen fixation activity (35). Results of transcriptome analyses also showed that some FixK_2_-regulated genes, such as those used for microaerobic respiration (*fixNOQP*, *fixGHI*) and heme biosynthesis (*hemN*), were induced in all of the tested strains in response to elevated CO_2_ (Supplementary Table S3). Taken together, these results indicate that enhancement of fixed carbon, or one of its other metabolic products, may be involved in activation of the FixK_2_ regulon, and FixK_2_ might play an important role in the adaptation of *Bradyrhizobium* to conditions conducive to microaerobic respiration that are likely found on soybean roots grown under elevated CO_2_.

### Elevated CO_2_ alters the expression of nodulation genes

The *B. japonicum* nodulation genes (*nod*, *nol*, and *noe*) are positively regulated by NodD_1_, and negatively regulated by NolA and NodD_2_ (32). The *nolA* gene (44), which is induced by chitin and bradyoxetin (29, 31) induces *nodD*_2_ expression, which in turn represses the expression of other nodulation genes (30). The microarray and qRT-PCR analyses reported here indicated that elevated CO_2_ resulted in the enhanced expression of nodulation genes in some, but not all, *Bradyrhizobium* strains growing in the soybean rhizosphere. For example, *nodY* and *nodC*, which are essential for the biosynthesis of Nod factor (4, 37), were significantly up-regulated in strain SFJ14–36, or not changed in strain USDA 110 and SFJ4–24. In contrast, elevated atmospheric CO_2_ resulted in the down-regulation of *nodD*_2_ and *nolA* only in strain SFJ4–24. Since strain SFJ14–36 was isolated from nodules of plants grown under elevated CO_2_ conditions, and *Bradyrhizobium* is reported to have enhanced nodulation on CO_2_-grown plants (38), our data suggest that these growth conditions likely lead to an alteration of the expression of *nod* genes that subsequently results in enhanced nodulation of soybean due to an increase in Nod-factor biosynthesis. This may be due to an indirect effect of a CO_2_-induced enhanced production of *nod* gene inducers (genistein and daidzein) in root exudates in the soybean rhizosphere, which has been shown to occur in both *Glycine max* and *Phaseolus vulgaris* (19, 26). In addition, we show here that total phenolic compounds were increased by growth under elevated CO_2_ conditions.

## Conclusions

Below-ground microbial processes are likely indirectly affected by elevated atmospheric CO_2_ through increased root growth, increases in rhizodeposition rates, enhanced water use efficiency, and changes in the quality and quantity of root exudates released into the rhizosphere. These factors likely strongly influence the physiology and metabolism of microorganisms living in the rhizoplane (and rhizosphere) of plants. The transcriptomic data presented here highlight the physiological and metabolic changes in *B. japonicum* that occur in the soybean rhizoplane in response to plants grown under elevated atmospheric CO_2_ conditions. Overall, our results indicate that elevated atmospheric CO_2_ resulted in changes in the expression of genes involved in carbon/nitrogen metabolism, microaerobic respiration, and nodulation genes in rhizoplane-attached *B. japonicum* cells. While changes in the expression of nodulation genes only occurred in a strain-specific manner, this may be due to variations in the perception and response of individual *B. japonicum* genotypes to plant-released nodulation gene inducers from legume roots. It is our hope that the transcriptome data presented here provide a foundation for future work in studying the genetic and functional responses of micro-organisms in the rhizosphere and their response to anthropogenic changes.

## Supplementary Material

## Figures and Tables

**Fig. 1:**
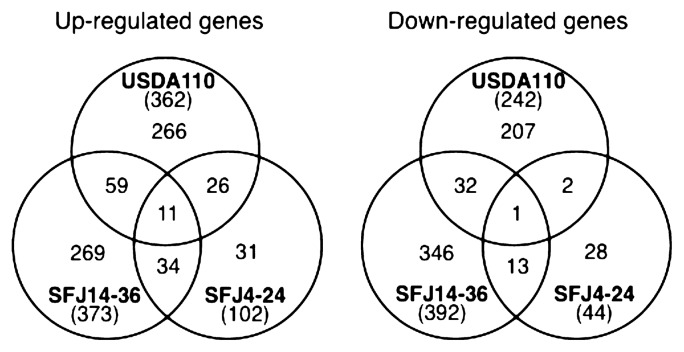
Venn diagram showing numbers of statistically significant up- and down-regulated genes in microarray analyses of mRNA from *Bradyrhizobium japonicum* strains grown in the rhizoplane of soybean plants exposed to atmospheric elevated CO_2_. Values shown are ≥1.5-fold enhanced differential expression in CO_2_-exposed plants relative to those grown under ambient conditions. Numbers shown in parentheses indicate the total number of significantly regulated genes of each strain. Four arrays, representing 8 replicates of each ORF, were analyzed for each strain.

**Fig. 2:**
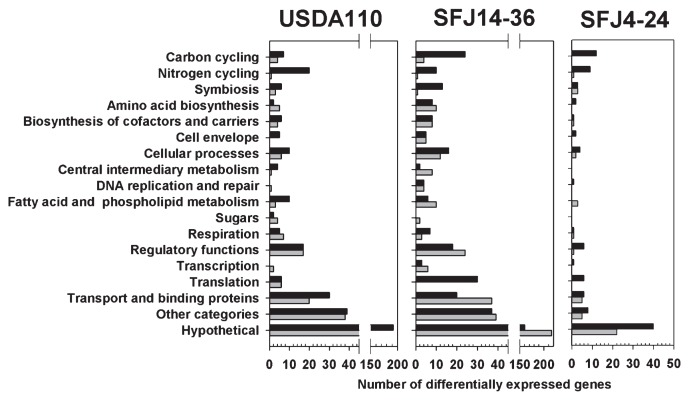
Functional categories of statistically significant, differentially expressed genes in rhizoplane-grown *Bradyrhizobium japonicum* strains. Genes expressed in *B. japonicum* USDA 110, SFJ14–36 and SFJ4–24. Black and gray bars represent up- and down-regulated genes, respectively.

**Table 1:** Quantitative RT-PCR primers used in this study

Gene	Sequence (5′→3′)†		Amplicon size (bp)

	Forward primer	Reverse primer	
*napE*	CAACTGCGTCAAGGGCTACT	GATGTTGTTGGTGCGGAAG	280
*nirK*	GCGACTATGTCTGGGAGACC	TCGTCGTTCCACTTGCCTTC	205
*norC*	TGGGAGAAGAACTCCTGCAT	AGATCGTTGAGCTCCTGGTC	218
*nosZ*	CTGTTCGACGACAAGATCAA	AGCGAGATCAGCCATTTTCC	281
*nodY*	GAGAAGAGCTCCCAGACGTG	GCGTCTGCCTCTATTCTTCG	197
*nodC*	GCTAGACGTTATCGGGCAAA	AGATATTGATCGGCGTGTGG	209
*nodD*_1_	CTGCTGCACATCCAACTCTC	GTTCATCAGAAAATGGCAGC	181
*nodD*_2_	GAGGCTCTGATGCACATTGA	TCTGGCCGGATAACAAAATC	236
*nolA*	ACCTCACTCACGGACTTGCT	GCGAAGATCATCACGGATTC	249
*parA*	GGACGCCGATTACACCTATG	GTAGACCTTCTCGCCCATGA	282

† Nucleotide gene sequences of *B. japonicum* USDA 110 were obtained from GenBank (account number: NC_004463.1) and oligonucleotide primers were designed using Primer3 (http://frodo.wi.mit.edu/).

**Table 2:** Commonly up- and down-regulated genes in *Bradyrhizobium japonicum* strains USDA 110, SFJ14–36, and SFJ4–24 growing in the rhizoplane of soybean plants exposed to elevated atmospheric CO_2_

Locus	Gene	Fold change in expression in strain† (Elevated CO_2_/Ambient CO_2_)			Description

		USDA110	SFJ14–36	SFJ4–24	
bll1200	*hemA*	2.7	2.0	1.6	5-Aminolevulinic acid synthase
blr2585	*cbbL*	1.5	1.6	2.1	Ribulose 1,5-bisphosphate carboxylase/oxygenase large subunit
bll2590	*—*	2.0	2.4	1.6	Hypothetical protein bll2590
bll2758	*—*	1.9	2.0	4.5	Two-component response regulator
blr2763	*fixN*	1.9	1.5	1.8	Cytochrome-c oxidase
bsr2765	*fixQ*	2.9	1.8	2.8	cbb3 oxidase, subunit IV
blr2767	*fixG*	2.3	1.7	4.1	Iron-sulfur cluster-binding protein
bsr6521	*—*	1.8	2.1	2.4	Hypothetical protein bsr6521
blr7089	*nirK*	2.6	1.8	1.7	Respiratory nitrite reductase
bll7086	*hemN*	2.9	2.0	2.6	Anaerobic coproporphyrinogen III oxidase
bll7551	*—*	3.4	2.1	1.9	Hypothetical protein bll7551
blr1067	*—*	−1.8	−9.8	−2.2	ABC transporter ATP-binding protein

† Differentially expressed genes were selected based on a ≥1.5 (or ≤−1.5) -fold induction cutoff with *q* value ≤0.05.

**Table 3:** Significantly regulated carbon and nitrogen cycling and symbiosis-related genes in *Bradyrhizobium japonicum* strains growing in the rhizoplane of soybean plants exposed to elevated atmospheric CO_2_

Locus	Gene	Fold change in strain† (Elevated CO_2_/Ambient CO_2_)			Description

		USDA110	SFJ14–36	SFJ4–24	
**Carbon cycling**					
**CO_2_** **fixation**					
blr2581	*cbbF*	—	2.1	1.7	d-fructose-1,6-bisphosphatase protein
blr2582	*cbbP*	—	2.2	—	Phosphoribulokinase protein
blr2584	*cbbA*	—	1.7	2.2	Fructose-1,6-bisphosphate aldolase protein
blr2585	*cbbL*	1.5	1.6	2.1	Ribulose 1,5-bisphosphate carboxylase/oxygenase large subunit
blr2586	*cbbS*	—	—	2.2	Ribulose 1,5-bisphosphate carboxylase/oxygenase small subunit
blr2587	*cbbX*	—	2.4	2.0	CbbX protein
**C1 and alcohol metabolism**					
blr6213	*mxaF’*	—	2.7	—	Methanol dehydrogenase large subunit-like
blr6215	*flhA*	—	2.2	2.1	Glutathione-dependent formaldehyde dehydrogenase
blr6216	*gfa*	—	3.4	—	Glutathione-dependent formaldehyde-activating enzyme
bll3135	*fdhD*	—	1.6	1.8	Formate dehydrogenase
bll3136	*fdhF*	—	2.0	2.0	Formate dehydrogenase alpha subunit
bll5912	*glyA*	—	2.6	—	Serine hydroxymethyltransferase
bll3998*	*hcaA*	1.8	3.4	—	Vanillin:oxygen oxidoreductase
bll5566		—	2.1	—	Putative sorbitol dehydrogenase
blr3675		−*1.6*	1.6	—	Putative alcohol dehydrogenase
bll4784		—	—	1.5	Aldehyde dehydrogenase
bll5504		—	1.5	—	Putative polyvinyl-alcohol dehydrogenase
bll5655*		1.6	2.6	—	Alcohol dehydrogenase
blr6207	*exaA*	2.0	—	—	Quinoprotein ethanol dehydrogenase
blr0335		—	1.5	—	Putative carbon monoxide dehydrogenase small chain
bll5664	*cooxM*	—	—	2.3	Putative carbon monoxide dehydrogenase medium subunit
**Dicarboxylic acid**					
blr1277	*mdcL*	—	1.6	—	Malonate carrier protein
blr1278	*mdcM*	—	2.0	—	Malonate transporter
**TCA cycle**					
bll0452	*sucA*	1.5	—	—	Alpha-ketoglutarate dehydrogenase
blr2316		—	1.7	—	Probable NADH-ubiquinone oxidoreductase chain F
blr2524		—	—	1.6	Electrotransfer ubiquinone oxidoreductase
bll3137	*nuoF*	—	2.1	—	NADH dehydrogenase I chain F
bll4906	*nuoL*	—	—	1.6	NADH ubiquinone oxidoreductase chain L
bll4909	*nuoI*	−*1.8*	1.6	—	NADH ubiquinone oxidoreductase chain I
bll4917	*nuoC*	—	1.6	—	NADH ubiquinone oxidoreductase chain C
bll6401		—	1.6	—	L-lactate dehydrogenase
blr6519	*fumC*	—	1.6	—	Fumarase C
blr6797		2.3	—	—	Putative citrate lyase
**Nitrogen cycling**					
**Denitrification**					
blr0315	*nosZ*	1.8	—	—	Nitrous oxide reductase
blr0316	*nosD*	1.6	—	—	Periplasmic copper-binding precursor
blr2804	*nrtB*	—	1.5	—	Nitrate ABC transporter permease protein
bll5732	*nrtC*	2.4	—	—	Nitrate ABC transporter ATP-binding protein
bsr7036*	*napE*	2.6	1.7	—	Periplasmic nitrate reductase protein
blr7037*	*napD*	2.7	—	—	Periplasmic nitrate reductase
blr7039*	*napB*	3.2	—	—	Periplasmic nitrate reductase small subunit precursor
blr7040*	*napC*	3.3	—	—	Cytochrome C-type protein
blr7084	*nnrR*	2.1	—	—	FNR/CRP-type transcriptional regulator
blr7089*	*nirK*	2.6	1.8	1.7	Respiratory nitrite reductase
blr7090		2.1	—	—	Probable periplasmic nitrate reductase
Nitrogen fixation					
blr1769	*nifH*	—	1.7	—	Dinitrogenase reductase protein
blr1883*	*rpoN*_1_	1.7	1.6	—	RNA polymerase sigma-54 subunit
bll2757	*fixK*_2_	—	1.6	7.7	Transcriptional regulator, Crp family
blr2763*	*fixN*	1.9	1.5	1.8	Cytochrome-c oxidase
blr2764*	*fixO*	3.5	—	1.6	Cytochrome-c oxidase
bsr2765*	*fixQ*	2.9	1.8	2.8	cbb3 oxidase, subunit IV
blr2766*	*fixP*	4.4	—	2.2	cbb3 oxidase, subunit III
blr2767*	*fixG*	2.3	1.7	4.1	Iron-sulfur cluster-binding protein
blr2768*	*fixH*	3.0	—	2.5	FixH protein
blr2769*	*fixI*	1.7	1.6	—	E1–E2 type cation ATPase
blr5778	*fixG*	2.3	—	—	Nitrogen fixation protein
bll6061*	*fixK*_1_	1.6	—	2.2	Transcriptional regulator, Crp family
**Symbiosis**					
**Nodulation**					
bll1631	*noeL*	—	1.7	—	GDP-mannose 4,6-dehydratase
blr1632	*nodM*	5.9	—	—	Putative glucosamine synthase
bll2016	*nolY*	—	2.0	—	Nodulation protein NolY
blr2024	*nodY*	—	1.6	—	Nodulation protein NodY
blr2025	*nodA*	—	1.9	—	Acyl transferase
blr2029	*nodU*	—	1.8	—	6-O-carbamoyl transferase
blr2034	*nolO*	1.6	—	—	Nodulation protein NolO
blr2062	*noeI*	—	1.6	—	Nodulation protein NoeI
blr1815	*nolV*	−*1.7*	—	—	Nodulation protein NolV
bll2019	*nolA*	1.7	—	−*2.4*	Transcriptional regulator, MerR family
bll2021	*nodD*_2_	—	—	−*2.3*	Transcriptional regulator, LysR family
blr2027	*nodC*	—	—	−*1.5*	Chitin synthase
**Heme synthesis**					
bll1200	*hemA*	2.7	2.0	1.6	5-Aminolevulinic acid synthase
bll2007*	*hemN*_1_	1.8	1.5	—	Coproporphyrinogen III dehydrogenase
bll7086*	*hemN*	2.9	2.0	2.6	Anaerbic coproporphyrinogen III oxidase
**Polysaccharide formation**					
bll2362	*exoP*	—	—	1.7	Succinoglycan biosynthesis transport protein
bll4612	*ndvC*	−*1.5*	1.7	—	Putative beta (1–6) glucans synthase
bll7574	*exoM*	—	1.5	—	UDP-hexose transferase
blr0562		—	1.8	—	Putative polysaccharide deacetylase

† Differentially expressed genes were selected based on a ≥1.5 (or ≤−1.5) -fold induction cutoff with *q* value ≤0.05. —; Not significantly regulated.

* FixK_2_-regulated genes identified by Mesa *et al.* (35).

**Table 4:** Gene expression levels of denitrification and nodulation genes in *Bradyrhizobium* strains grown in the rhizoplane of soybean plants under conditions of elevated atmospheric CO_2_

Gene	Relative expression in strain†		

	USDA110	SFJ14–36	SFJ4–24
**Denitrification**			
*napE*	4.3^*^	1.2	0.9
*nirK*	3.3^*^	2.3^*^	8.3^*^
*norC*	1.2	0.9	1.0
*nosZ*	3.3^*^	ND	ND
**Nodulation**			
*nodY*	1.1	3.9^*^	0.9
*nodC*	1.5	3.5^*^	0.8
*nodD*_1_	0.9	1.3	0.8
*nodD*_2_	1.0	1.2	0.7^*^
*nolA*	1.0	1.2	0.6^*^

† Values determined by quantitative RT-PCR.

The ratio of absolute gene expression value in *B. japonicum* cells in the soybean rhizoplane exposed to elevated atmospheric CO_2_, relative to that of ambient CO_2_ condition. Absolute gene expression values were normalized to the housekeeping gene *parA*. Asterisks indicate a significant difference between elevated CO_2_ condition and ambient condition by ANOVA (*p<*0.05) of four biological replicates. ND: not detected.

# Supplementary material for: Influence of Elevated Atmospheric Carbon Dioxide on Transcriptional Responses of Bradyrhizobium japonicum in the Soybean Rhizoplane
**Source:** Microbes Environ. 2013 May 11;28(2):217–27. doi: 10.1264/jsme2.ME12190
**Supplement:** Supplementary file 1

Table S1. All significantly regulated genes in *Bradyrhizobium japonicum* growing in the rhizoplane of soybean plants exposed to elevated atmospheric CO₂.

Locus	Fold change (Elevated CO ₂ /Ambient CO ₂)			Gene description
	USDA 110	SFJ14-36	SFJ4-24	
**Carbon cycling**				
**CO₂ fixation**				
blr2581		2.1	1.7	putative D-fructose-1,6-bisphosphatase protein (cbbF)
blr2582		2.2		putative phosphoribulokinase protein (cbbP)
blr2584		1.7	2.2	putative fructose-1,6-bisphosphate aldolase protein (cbbA)
blr2585	1.5	1.6	2.1	ribulose 1,5-bisphosphate carboxylase/oxygenase large subunit (cbbL)
blr2586			2.2	ribulose 1,5-bisphosphate carboxylase/oxygenase small subunit (cbbS)
blr2587		2.4	2.0	probable CbbX protein (cbbX)
**C1 and alcohol metabolism**				
blr6213		2.7		methanol dehydrogenase large subunit-like protein (mxhF)
blr6215		2.2	2.1	glutathione-dependent formaldehyde dehydrogenase (flhA)
blr6216		3.4		glutathione-dependent formaldehyde-activating enzyme (gfa)
blI3135		1.6	1.8	formate dehydrogenase (fdhD)
blI3136		2.0	2.0	formate dehydrogenase alpha subunit (fdhF)
blI5566	2.1			putative sorbitol dehydrogenase (EC 1.1.1.14)
blI5912		2.6		serine hydroxymethyltransferase (glyA)
blr3675	-1.6	1.6		putative alcohol dehydrogenase (EC 1.1.1.1)
blI4784			1.5	aldehyde dehydrogenase
blI5504		1.5		putative polyvinyl-alcohol dehydrogenase (EC 1.1.99.23)
blI5655	1.6	2.6		alcohol dehydrogenase
blr6207	2.0			probable quinoprotein ethanol dehydrogenase precursor (EC 1.1.99.-) (exaA)
blr0335		1.5		putative carbon monoxide dehydrogenase small chain
blI5664			2.3	putative carbon monoxide dehydrogenase medium subunit (cooX)
blI2736	-1.6			putative aldehyde dehydrogenase protein
blr3534		-4.4		putative carbon monoxide dehydrogenase medium chain (EC 1.2.99.2) (cutM)
blI6322	-2.0			aldehyde dehydrogenase
**Dicarboxylic acid**				
blr1277		1.6		malonate carrier protein (mdcL)
blr1278		2.0		malonate transporter (mdcM)
blI0267		-1.6		malonate decarboxylase gamma subunit (mdcE)
blI1273		-1.6		probable malonate decarboxylase (mdcG)
**TCA cycle**				
blI0452	1.5			alpha-ketoglutarate dehydrogenase (sucA)
blr2316		1.7		probable NADH-ubiquinone oxidoreductase chain F (EC 1.6.5.3)
blr2524			1.6	electrotransfer ubiquinone oxidoreductase
blI3137		2.1		NADH dehydrogenase I chain F (nuoF)
blI4906			1.6	NADH ubiquinone oxidoreductase chain L (nuoL)
blI4909	-1.8	1.6		NADH ubiquinone oxidoreductase chain I (nuoI)
blI4917		1.6		NADH ubiquinone oxidoreductase chain C (nuoC)
blI6401		1.6		L-lactate dehydrogenase

blr6519		1.6		fumarase C (fumC)
blr6797	2.3			putative Citrate lyase
blI4919		-3.1		NADH ubiquinone oxidoreductase chain A (nuoA)
**Others**				
blI3998	1.8	3.4		Vanillin:oxygen oxidoreductase (hcaB)
**Nitrogen cycling**				
**Nitrogen fixation**				
blr1769		1.7		dinitrogenase reductase protein (nifH)
blI2757		1.6	7.7	transcriptional regulatory protein Crp family (fixK2)
blr2763	1.9	1.5	1.8	cytochrome-c oxidase (fixN)
blr2764	3.5		1.6	cytochrome-c oxidase (fixO)
bsr2765	2.9	1.8	2.8	cbb3 oxidase, subunit IV (fixQ)
blr2766	4.4		2.2	cbb3 oxidase, subunit III (fixP)
blr2767	2.3	1.7	4.1	iron-sulfur cluster-binding protein (fixG)
blr2768	3.0		2.5	FixH protein (fixH)
blr2769	1.7	1.6		E1-E2 type cation ATPase (fixI)
blr5778	2.3			nitrogen fixation protein (fixG)
blI6061	1.6		2.2	transcriptional regulatory protein Crp family (fixK1)
blr1883	1.7	1.6		RNA polymerase sigma-54 subunit (rpoN1)
blI0800		-3.0	-2.4	Putative nifU protein
bsr1775	-1.7			probable ferredoxin (fixX)
**Denitrification**				
blr0315	1.8			nitrous oxide reductase (nosZ)
blr0316	1.6			periplasmic copper-binding precursor (nosD)
blI5732	2.4			Nitrate ABC transporter ATP-binding protein (nrtC)
bsr7036	2.6	1.7		periplasmic nitrate reductase protein (napE)
blr7037	2.7			periplasmic nitrate reductase (napD)
blr7039	3.2			periplasmic nitrate reductase small subunit precursor (napB)
blr7040	3.3			cytochrome C-type protein (napC)
blr7084	2.1			FNR/CRP-type transcriptional regulator (nnrR)
blr7089	2.6	1.8	1.7	respiratory nitrite reductase (nirK)
blr7090	2.1			probable periplasmic nitrate reductase
blr2804		1.5		nitrate ABC transporter permease protein (nrtB)
**Symbiosis**				
**Nodulation**				
blI1631		1.7		GDP-mannose 4,6-dehydratase (noeL)
blr1632	5.9			putative glucosamine synthase (nodM)
blI2016		2.0		NolY protein (nolY)
blr2024		1.6		NodY protein (nodY)
blr2025		1.9		acyl transferase (nodA)
blr2029		1.8		6-O-carbamoyl transferase (nodU)
blr2034	1.6			NolO protein (nolO)
blr2062		1.6		nodulation protein (noeI)
blr1815	-1.7			nodulation protein (nolV)
bsl2015		-1.6		NolZ protein (nolZ)
blI2019	1.7		-2.4	transcriptional regulatory protein MerR family (nolA)
blI2021			-2.3	transcriptional regulatory protein LysR family (nodD2)
blr2027			-1.5	chitin synthase (nodC)
**Heme**				
blI1200	2.7	2.0	1.6	5-aminolevulinic acid synthase (EC 2.3.1.37) (hemA)
blI2007	1.8	1.5		coproporphyrinogen III dehydrogenase (hemN1)

blI7086	2.9	2.0	2.6	anaerobic coproporphyrinogen III oxidase (hemN)
blr0469		1.7		heme exporter protein C (ccmC)
**EPS formation**				
blI2362			1.7	succinoglycan biosynthesis transport protein (exoP)
blI4612	-1.5	1.7		putative beta (1-6) glucans synthase (ndvC)
blI7574		1.5		UDP-hexose transferase (exoM)
blr0562		1.8		putative polysaccharide deacetylase
Others				
blr1902	-1.9			putative bacA
**Amino acid biosynthesis**				
blI0244		3.4		probable homoserine O-succinyltransferase (EC 2.3.1.46)
blr0652		1.7		glutamine amidotransferase (hisH)
blr1181		1.8		threonine synthase (thrC)
blr1326		2.0		aspartate ammonium lyase (aspA)
blI1396		1.7		prephenate dehydrogenase (tyrC)
blr1686		1.6		putative aminotransferase protein
blr2371			1.6	serine acetyltransferase (EC 2.3.1.30) (cysE)
blI3765	1.8			glutamine amidotransferase
blr4169		2.1		glutamine synthetase II (glnII)
blI6497		1.6		ketol-acid reductoisomerase (ilvC)
blr7762			1.6	homospermidine synthase
blI7989	1.9			S-adenosylmethionine synthetase (EC 2.5.1.6) (mat)
blI0187		-1.6		3-dehydroquinate synthase (aroB)
blr0488		-1.5		3-isopropylmalate dehydratase large subunit (leuC)
blr0685		-1.9		dihydrodipicolinate reductase (dapB)
blr1323		-1.6		phosphoribosyl-ATP pyrophosphohydrolase (his2)
blr4362	-1.7			homoserine dehydrogenase (hom)
blr5707		-1.5		putative threonine aldolase (EC 4.1.2.-)
blI5902	-1.8	-1.5		threonine dehydratase (ilvA)
blI6039	-1.7			probable SgaA serine-glyoxylate aminotransferase
blI6335	-1.7			similar to ketol-acid reductoisomerase
blr6458		-2.0		glucose-1-phosphate adenylyltransferase (glgC)
blr6687	-1.5			putative phosphoglycerate dehydrogenase
blI7272		-1.7		putative dihydrodipicolinate synthase
blI7969		-1.5		putative dihydrodipicolinate synthase (EC 4.2.1.52)
blr8106		-1.7		succinyl-diaminopimelate desuccinylase (dapE)
**Biosynthesis of cofactors, prosthetic groups, and carriers**				
blI0585		1.6		glutathione S-transferase family protein
blI1380		2.5		thioredoxin-like protein (tlpA)
blr1415		2.0		hypothetical glutathione S-transferase like protein
blI1419		1.7		5,10-methylenetetrahydrofolate reductase (metF)
blr2503	1.7			glutathione S-transferase (gst)
blI4903		1.8		birA bifunctional protein (birA)
blI5026	2.0			H ⁺ translocating pyrophosphate synthase (rrpP)
blI5167	1.8			glutathione S-transferase
blr5775	1.9			putative thioredoxin
blr6542	1.9			hypothetical glutathione S-transferase like protein
blr6659		1.5		thiamine biosynthesis protein (thiC)
bsr6735		1.9	1.8	putative pyrroloquinoline quinone synthesis protein A (pqqA)
blr7480		1.6		riboflavin biosynthesis bifunctional protein (ribF)
blr7556	2.6			non-heme haloperoxidase
blI0532		-1.5		4a-hydroxytetrahydrobiopterin dehydratase

bll1519	-1.9			putative thiamine-phosphate pyrophosphorylase
blr2337		-1.5		4-hydroxybenzoate hydroxylase (pobA)
blr2714		-1.5		ubiquinol oxidase polypeptide II precursor (cyoA)
blr3272	-1.5			cobyrinic acid a,c-diamide synthase (cobB)
blr3276	-1.5			nicotinate-nucleotide--dimethylbenzimidazole phosphoribosyl transferase (cobU)
blr3757		-2.0		glutathione reductase (gor)
blr4233			-1.6	putative pyridoxine kinase (EC 2.7.1.35)
bl15700		-1.7		hypothetical glutathione S-transferase like protein
bsr6656		-1.9		thiamin biosynthesis protein homolog
blr6657		-1.7		thiamine biosynthesis protein (thiG)
bl17452	-1.7			6,7-dimethyl-8-ribityllumazine synthase (ribH)
blr7892		-8.7		putative glutathione S-transferase

Cell envelope

blr1311		1.5		outer membrane protein
blr4700	1.7			putative outer-membrane immunogenic protein precursor
blr4701		1.9		putative outer-membrane immunogenic protein precursor
bl14867	1.7	1.9		putative outer-membrane immunogenic protein precursor
bl15510			1.6	outer-membrane immunogenic protein precursor
bl16888	1.8	1.6		putative porin
bl16948	1.6			putative outer membrane receptor signal peptide protein
bl18196	1.7	1.7		putative outer-membrane immunogenic protein precursor
bl17083			4.8	Putative membrane protein, NnrS-like.
bl17469		-2.9		putative outer-membrane immunogenic protein precursor
bl13035		-2.0		putative outer membrane secretion protein (tolC)
bl14743		-1.8		putative lipoprotein
blr5156		-1.6		putative D-alanyl-D-alanine carboxypeptidase
bl14762		-1.5		putative exopolysaccharide production negative regulator
precursor				

Cellular processes

Cell division

blr0613		1.5		ammonium transporter (amtB)
blr3970		1.5		cell division protein (ftsJ)
bsr4213			1.7	cell division topological specificity factor (minE)
bl16597		-1.5		cell division protein (ftsA)
bl16598		-2.1		putative cell division protein

Chaperones

blr3152	1.7			Hsp70 family molecular chaperone
blr4635	1.9			chaperonin GroEL
blr4637	2.2			probable HspC2 heat shock protein
bl17789		1.9		probable chaperonin, heat shock hsp90 proteins family (hspG)
blr5234	2.0			small heat shock protein (hspC)
blr5625		1.7		10 KD chaperonin (groES)
blr6571		1.6		small heat shock protein (hspH)
blr6978		1.7		chaperonin (groES2)
blr7961	2.0	1.8		probable HspC2 heat shock protein
bsr7532		1.9		10 KD chaperonin (protein CPN10) (groES)
blr5221	-1.7			small heat shock protein (hspF)
blr5227		-2.0		heat shock protein (groEL1)
blr4653	2.8	-1.6		molecular chaperone, DnaJ family (dnaJ)
bsr3154		-1.6		cold shock protein (cspA)

Chemotaxis

bll1437	1.6		pilus assembly protein (ctpF)
bll1441		1.6	pilus assembly protein prepilin peptidase subunit (ctpB)
bll1532	1.5		putative chemotaxis protein
bll4196	1.9		putative methyl-accepting chemotaxis protein
bll5837	1.5		probable flagellar assembly protein (fliX)
bll5813	1.6		flagellar basal-body rod protein (flgC)
blr5828	1.8		flagellar basal-body rod protein (flgG)
bll6858	1.6		flagellar hook protein (flgE)
bll6882	1.6	1.6	chemotaxis protein (motA)
bll1439	-1.6		pilus assembly protein (ctpD)
bsl1442	-1.7		pilus assembly protein pilin subunit (ctpA)
blr2342	-2.2		chemotaxis two-component response regulator (cheY)
blr2976	-1.6		putative methyl accepting chemotaxis protein
blr3129	-1.9	-2.1	putative methyl accepting chemotaxis protein
bll5309	-1.7		putative methyl-accepting chemotaxis protein
bsl5811	-1.6		flagellar biosynthetic protein (fliQ)
bll5826	-1.5		flagellar synthesis protein (fliL)
bll6874	-1.8		flagellar hook-basal body complex protein (fliE)
bll6878	-1.5		probable flagellar motor switch protein (fliG)
bsl7141	-2.1		components of type IV pilus, pilin subunit (ctpA)

Protein and peptide secretion

bll0641	1.6		protein-export protein (secB)
bll4945		1.6	trigger factor (tig)
bll6222	1.7		probable Sec-independent protein translocase protein
bll6982	2.0		HlyD family secretion protein
blr7872	1.5		HlyD family secretion protein
blr5302	-1.7		HlyD family secretion protein

Central intermediary metabolism**Hydrogenase**

blr1737	1.5		hydrogenase expression/formation protein (hypE)
bll6934	1.5		HupJ protein (hupJ)
bll6949	-2.3	-3.6	HupN protein (hupN)
bll6932		-1.9	HypA protein (hypA)
bll6942		-1.5	uptake hydrogenase precursor (hupS)
Others			
bll1011	1.8		sulfur oxidation protein (soxA)
bll1009	1.7		sulfur oxidation protein (soxB)
blr1223	1.5		phosphonate metabolism protein (phnI)
bsl8312	1.9		HNS-type DNA binding protein (hupT)
bll7966	-3.2		putative thiosulfate sulfurtransferase
bll3816	-1.9		putative sulfur-regulated protein
bll5736	-1.8		putative thiosulfate sulfurtransferase precursor (EC 2.8.1.1)
bll7647	-1.5		putative inorganic pyrophosphatase (EC 3.6.1.1)
blr1227	-1.5		phosphonate metabolism protein (phnM)

DNA replication, recombination, and repair

bll0051	1.6		replication protein A (repA)
bll1921	1.8		exonuclease subunit SbcD homolog
bll4601	2.0		transcription-repair coupling factor (mfd)
blr5310	-1.6	1.9	DNA photolyase
blr8051	1.6		putative excinuclease ABC subunit A (uvrA)
blr2499	-1.6		A/G-specific adenine glycosylase (mutY)
blr3165	-2.6		putative Adenine deaminase (EC 3.5.4.2)

blI2509	-1.8		adenine DNA methyltransferase (gst)
blr2963	-1.7		alkylated DNA repair protein (alkB)
**Fatty acid, phospholipid and sterol metabolism**			
blI0225	2.2		acetoacetyl CoA reductase (phbB)
blI0263	1.5		putative malonyl CoA-acyl carrier protein transacylase (EC 2.3.1.39)
blr1288	2.0		probable long-chain-fatty-acid-CoA ligase (EC 6.2.1.3)
blr1309	2.4		acetyl-coenzyme A synthetase (acs)
blr2576	2.5		N-carbamyl-D-amino acid amidohydrolase
blr0509	3.7	1.7	malonyl CoA synthetase
blr2950	3.8		putative enoyl-CoA hydratase (EC 4.2.1.17)
blr3330	7.1	1.6	N-carbamyl-D-amino acid amidohydrolase
blr3414		1.9	putative 4-hydroxybenzoyl CoA thioesterase (EC 3.1.2.23)
blI3752	1.7		molybdenum cofactor biosynthesis protein A (moaA)
blr3956		1.6	enoyl-CoA hydratase
blI7817	3.7		putative acyl-CoA dehydrogenase (EC 1.3.99.-)
blI7818		1.5	putative acyl-CoA dehydrogenase (EC 1.3.99.-)
blI7899		1.8	putative acyl-CoA dehydrogenase (EC 1.3.99.-)
blr0107		-2.3	probable coenzyme A ligase
blI0791		-3.5	apolipoprotein N-acyltransferase (Int)
blr3329		-1.9	putative long-chain-fatty-acid--CoA ligase (EC 6.2.1.3)
blr3402			putative crotonobetaine/carnitine-CoA ligase (EC 6.3.2.-)
blr3537	-1.7	-1.6	putative carnitiny-CoA dehydratase (EC 4.2.1.-)
blr3724		-1.6	acetyl-CoA acetyltransferase (phbA)
blr3725	-1.7		acetoacetyl CoA reductase (phbB)
blI3809		-1.8	3-oxoacyl-(acyl-carrier-protein) synthase II (fabF)
blI3810		-4.5	hydroxymyristoyl-acyl carrier protein dehydratase
blI3856		-1.6	probable medium-chain-fatty-acid--CoA ligase (EC 6.2.1.-)
blr4085		-1.7	3-oxoacyl-(acyl carrier protein) synthase II (fabF)
blI5944		-2.1	S-adenosylhomocysteine hydrolase (ahcY)
blr6087	-1.5		putative 3-hydroxybutyryl-CoA
blI7820		-1.9	putative long-chain-fatty-acid--CoA ligase (EC 6.2.1.3)
bsl7784		-1.6	probable acyl carrier protein
**Purines, pyrimidines, nucleosides, and nucleotides**			
blr0739	1.5		cytidylate monophosphate kinase (cmk)
blr4088		1.9	guanylate kinase (gmk)
blr6539		1.7	putative adenylate cyclase
blI0758	-1.6		deoxyuridine 5'-triphosphate nucleotidohydrolase (dut)
blr1106	-1.9		2'-deoxycytidine 5'-triphosphate deaminase (dcd)
blr3666		-5.2	nucleoside-diphosphate-sugar epimerase
blr7332		-2.5	putative inosine-5'-monophosphate dehydrogenase protein
**Sugars**			
blr3206	1.6		probable aldose 1-epimerase precursor (EC 5.1.3.3)
blI8129	2.4		UDP-glucose 6-dehydrogenase (ugdH)
blI0323	-1.7		probable trehalose-phosphatase (EC 3.1.3.12) (otsB)
blr0429	-1.5		gamma-glutamyl phosphate reductase (proA)
blI7185	-1.6		probable Glucose 1-dehydrogenase (EC 1.1.1.47) (gdh)
blI6595	-2.1	-1.9	UDP-3-o-(3-hydroxymyristoyl) N-acetylglucosamine deacetylase (lpxC)
blr1120		-1.6	xylose isomerase (xylA)
**Respiration**			
blI0440		1.5	ATP synthase beta chain (atpD)
blI0442		1.8	ATP synthase alpha chain (atpA)

blI1186	-1.6	1.5		FoF1 ATP synthase B' chain (atpB')
bsl1187		2.1		FoF1 ATP synthase C chain (atpC)
blr1248	1.8	1.6		putative thioredoxin reductase
blr3126	1.7	1.5		cytochrome C-type biogenesis protein (cycJ)
blr3728	1.7			cytochrome D ubiquinol oxidase subunit
blr6062	1.5			putative cytochrome C6 precursor
blr6214		2.5	2.0	putative cytochrome c protein
blr6128	2.4			cytochrome c552 (cycB)
blr0151	-2.1			cytochrome O ubiquinol oxidase subunit III (cyoC)
blI0291		-1.6		probable cytochrome B561
blI0557			-1.6	putative cytochrome P450
blI1188	-1.7			FoF1 ATP synthase A chain (atpA)
blr2717	-1.5			cytochrome O ubiquinol oxidase protein (cyoD)
blI2735	-1.6			flavocytochrome C flavoprotein subunit
blr3128		-1.9		cytochrome C-type biogenesis protein (cycL)
blI4483	-4.1			putative cytochrome C4
blr7488	-1.8	-4.9		probable cytochrome C (cyc1)

Regulatory functions

blr0237	6.0			transcriptional regulatory protein LysR family
blI0417		1.5		transcriptional regulatory protein LysR family
blr0675	4.4			heat-inducible transcription repressor (hrcA)
blI0890	1.8			transcriptional regulatory protein Fis family
blI1199			1.6	two-component hybrid sensor and regulator
blr1213		2.0		transcriptional regulatory protein TetR family
blI1220		1.6		transcriptional regulatory protein GntR family
blI2109	2.4			transcriptional regulatory protein Crp family
blr2275		1.5		transcriptional regulatory protein IclR family
blr2331	1.6			transcriptional regulatory protein MarR family
blI2758	1.9	2.0	4.5	two-component response regulator
blr2864		1.6		two-component response regulator
bsl2906	-1.7	1.5		transcriptional regulatory protein TetR family
blr3248	1.8	2.0		transcriptional regulatory protein LysR family
blr3851		1.5		transcriptional regulatory protein MarR family
blI3953		2.3		transcriptional regulatory protein LysR family
blr4002		2.2		transcriptional regulatory protein AraC family
blr4004		1.5		transcriptional regulatory protein ArsR family
blr4195	1.8			transcriptional regulatory protein AraC family
blI4209		1.6		transcriptional regulatory protein TetR family
blI4785	1.9			transcriptional regulatory protein Fis family
blr5120		1.5		transcriptional regulatory protein AraC family
blr5283	1.9			transcriptional regulatory protein IclR family
blr5805	1.9			transcriptional regulatory protein Crp family
blI6060			1.5	putative catabolite gene activator
blr6181		1.7		transcriptional regulatory protein LysR family
blI0330	1.8			two-component response regulator
blI1336	1.5			two-component response regulator
blI6184	2.4			two-component sensor histidine kinase
blI6290		1.5		two-component response regulator
blI6568	4.0			transcriptional regulatory protein LysR family
blI6810		1.9		transcriptional regulatory protein GntR family
blI7479			1.6	two-component response regulator
blr7614	1.6			transcriptional regulatory protein TetR family
blr7666	2.0			transcriptional regulatory protein AraC family
blI7696		2.4		transcriptional regulatory protein Crp family
blr7984	-1.5		2.4	transcriptional regulatory protein TetR family

blr7985			2.4	two-component hybrid sensor and regulator
bsl1986		-1.5		probable transcriptional regulator
blI2628	-1.6			ECF family sigma factor (prtI)
blI2785		-1.5		probable transcriptional regulator
blI6394		-1.7		putative monoamine oxidase regulatory protein
blI1195		-1.8		transcriptional regulator (TtrR)
blI6962	-1.5			transcriptional regulatory protein AraC family
blI2794	-1.6	-2.2		transcriptional regulatory protein AraC family
blI3386		-1.6		transcriptional regulatory protein AraC family
blr4195.1n		-1.6		transcriptional regulatory protein AraC family
blI6252		-1.9		transcriptional regulatory protein AraC family
blr1414		-2.6		transcriptional regulatory protein ArsR family
blI3245	-2.3			transcriptional regulatory protein IclR family
blI3883	-1.5			transcriptional regulatory protein IclR family
blr5288		-1.8		transcriptional regulatory protein IclR family
blr5260	-1.7			transcriptional regulatory protein LysR family
blr7430	-1.7			transcriptional regulatory protein LysR family
blI2504		-1.5		transcriptional regulatory protein LysR family
blr5093		-1.5		transcriptional regulatory protein LysR family
blr5870			-1.7	transcriptional regulatory protein LysR family
blI2260	-2.4			transcriptional regulatory protein MarR family
blI4381	-1.5			transcriptional regulatory protein MarR family
blr2685		-2.0		transcriptional regulatory protein MarR family
blr6889	-2.0			transcriptional regulatory protein MarR family
blr2971		-1.7		transcriptional regulatory protein MarR family
blI5036		-2.3		transcriptional regulatory protein MarR family (mucS)
blI4010	-1.5			transcriptional regulatory protein PadR-like family
blI7139	-1.6			transcriptional regulatory protein TetR family
blr3838		-2.4		transcriptional regulatory protein TetR family
blI6143		-3.7		transcriptional regulatory protein TetR family
blI5886		-3.2		two-component hybrid sensor and regulator
blI0391		-53.2		two-component response regulator
blr2285	-1.5			two-component response regulator
blr5281	-2.0			two-component response regulator
blr6651		-1.6		two-component response regulator
blI7342		-1.7		two-component response regulator
blI7658		-1.5		two-component response regulator
blI7795	-2.3			two-component response regulator
blr3122		-1.9		two-component sensor histidine kinase
blI0905		-3.1		two-component sensor histidine kinase (regS)

Transcription

blI0458	-1.5			2'-5' RNA ligase (ligT)
blI0779		1.8	1.6	polyribonucleotide nucleotidyltransferase (pnpA)
blI1447		2.0		dead-box ATP-dependent RNA helicase (rhIE)
blI4348		1.7		ATP-dependent RNA helicase (rhIE)
blr4117		-1.5		putative nuclease
blr7797	-1.7	-1.9		RNA polymerase sigma-E factor (Sigma-24) protein
blr4928		-1.9		ECF family sigma factor (SigD)
blr7337		-1.7		sigma32-like transcription factor (rpoH2)
blr2557		-1.6		putative RNA polymerase sigma factor protein
blr2203		-1.5		putative RNA polymerase sigma factor

Translation

Ribosomal proteins

blr0482		1.7		30S ribosomal protein S16 (rpsP)

blI4076		1.6	50S ribosomal protein L9 (rplI)
blI4079		1.9	30S ribosomal protein S6 (rpsF)
blI4861		2.7	30S ribosomal protein S2
blI4963		1.5	50S ribosomal protein L13 (rplM)
blI5377		1.7	30S ribosomal protein S11 (rpsK)
blI5378		1.5	30S ribosomal protein S13 (rpsM)
bsl5382		1.6	50S ribosomal protein L30 (rpmD)
blI5383		1.6	30S ribosomal protein S5 (rpsE)
blI5384		1.7	50S ribosomal protein L18 (rplR)
bsl5391		2.0	30S ribosomal protein S17 (rpsQ)
bsl5392		1.7	50S ribosomal protein L29 (rpmC)
blI5393		1.7	50S ribosomal protein L16 (rplP)
blI5394		1.9	30S ribosomal protein S3 (rpsC)
bsl5396		1.8	30S ribosomal protein S19 (rpsS)
blI5399		1.9	50S ribosomal protein L4 (rplD)
blI5400		1.7	50S ribosomal protein L3 (rplC)
blI5401	-1.8	1.6	30S ribosomal protein S10 (rpsJ)
blI5405	1.8	2.1	30S ribosomal protein S12 (rpsL)
blI5411		1.8	50S ribosomal protein L7/L12 (rplL)
blI5412		2.0	50S ribosomal Protein L10 (rplJ)
blI7441		1.5	50S ribosomal protein L25 (rplY)
bsr5117	-2.1		50S ribosomal protein L33 (rpmG)
bsr7117	-1.5		30S ribosomal protein S21 (rpsU)
bsr8096	-1.6		ribosomal protein L34

Degradation of proteins, peptides, and glycopeptides

blr1404	1.9	1.5	ATP-dependent protease, ATP-binding subunit (clpB)
blI4639	1.7		probable protease
Others			
blI4403.1n	7.9		proline iminopeptidase
blI1795		1.9	similar to zinc protease
blr2591		1.8	serine protease DO-like protease (dop)
blI4854	3.1	3.2	zinc metallopeptidase
blI5267		1.6	propionyl-coenzyme A carboxylase, alpha polypeptide (pccA)
blr5311		1.7	probable histon H1
blI5402		2.2	elongation factor TU (tuf)
blI5403		2.0	translation elongation factor G (fusA)
blr7274	1.5		serine protease
blI7440		1.7	peptidyl-tRNA hydrolase (EC 3.1.1.29) (pth)
blI0781	-1.7		tRNA pseudouridine 55 synthase (truB)
blI6260	-1.5		peptide methionine sulfoxide reductase

Transport and binding proteins

blI0089	1.9		ABC transporter permease protein
blI0197	2.9		ABC transporter permease protein
blI0193		2.7	ABC transporter ATP-binding protein
blr0998	2.1		probable periplasmic substrate binding protein
blI1023		1.5	probable amino acid binding protein
blr1017	1.7		MFS permease
blr1354		1.9	peptide ABC transporter permease protein
blr1355		2.9	peptide ABC transporter permease protein
blr1448		1.5	ABC transporter substrate-binding protein
blr1452		2.0	ABC transporter ATP-binding protein
blI2304	1.5		probable ABC transporter, substrate binding protein

blr2314		1.7		MFS permease
blr2422	1.6			putative efflux protein
blr2439	1.6			ABC transporter permease protein
blr2440		1.9		ABC transporter permease protein
blr2442		2.2		ABC transporter substrate-binding protein
blI2731		1.5		probable ABC transporter substrate-binding protein
blr2934		1.5		probable cation efflux protein (ragC)
blr3183	1.7			ABC transporter substrate-binding protein
blr3209		1.6		sugar ABC transporter ATP-binding protein
blr3344		1.5		ABC transporter ATP-binding protein
blI3652		1.5		probable O-antigen export system permease protein (rfbD)
blI3708	2.9			efflux protein
blr3723	1.6			C4-dicarboxylate transport protein (dctA)
blr3815	2.2			putative cation-transporting ATPase (EC 3.6.3.-)
blI3875		1.7		hypothetical metabolite transport protein
blI3971	1.8			MFS permease
blr4112	2.7			Probable cation efflux system protein
blr4115	1.7	1.5		putative symporter
blI4204		2.2		probable ATP-binding protein
blr4449	1.8			amino acid ABC transporter ATP-binding protein
bsr4636	3.6			putative cation transport regulator
blI5056		1.6		probable substrate-binding protein
blr5576	1.9			ABC transporter permease protein
blI5771	1.9			AcrB/AcrD/AcrF family cation efflux protein
blI5080	1.6			AcrB/AcrD/AcrF family protein
blr5724	2.7			probable metal-transport protein
blI6063	1.6		1.6	ABC transporter substrate-binding protein
blI6064	1.6			ABC transporter ATP-binding protein
blI6065	1.6			ABC transporter permease protein
blr6156		4.3		ABC transporter permease protein
blr6157	5.9			ABC transporter permease protein
blI6389		1.7		ABC transporter permease protein
blI6406	1.7			ABC transporter ATP-binding protein
blI6450		1.7		probable substrate-binding protein
blI6481	2.0			ABC transporter substrate-binding protein
blI6487		1.9		ABC transporter permease protein
blI6685			1.5	probable ATP-binding protein
blI7008	1.5			aliphatic sulfonate ABC transporter ATP-binding protein
blr7053	2.1			probable cation-transporting ATPase (EC 3.6.3.-)
blI7103	2.1			ABC transporter permease protein
blI7988	1.9			probable ATP-binding protein
blr8118		2.2		ABC transporter permease protein
blI0733		-2.3		ABC transporter glycerol-3-phosphate-binding protein
blI0381	-1.5	-1.6		ABC transporter substrate-binding protein
blI0889	-1.6			putative transport protein
blr1039		-4.3		ABC transporter ATP-binding protein
blr1066			-2.0	ABC transporter ATP-binding protein
blr1067	-1.8	-9.8	-2.2	ABC transporter ATP-binding protein
blr1451		-1.9		ABC transporter ATP-binding protein
blI2870	-1.5			ABC transporter ATP-binding protein
blr3099			-1.6	ABC transporter ATP-binding protein
blr3186			-1.5	ABC transporter ATP-binding protein
blr3345		-1.5		ABC transporter ATP-binding protein
blI4892	-1.8			ABC transporter ATP-binding protein
blI5649		-1.6		ABC transporter ATP-binding protein

blI5950		-1.6		ABC transporter ATP-binding protein
blI6368		-2.7		ABC transporter ATP-binding protein
blr6447	-1.9			ABC transporter ATP-binding protein
blI6477		-2.1		ABC transporter ATP-binding protein
blr7933	-1.9			ABC transporter ATP-binding protein
blr2753		-1.6		ABC transporter HlyB/MsbA family
blr3795	-1.7	-2.6		ABC transporter HlyB/MsbA family
blr1065		-1.9		ABC transporter permease protein
blr3185			-1.7	ABC transporter permease protein
blI3314	-3.8			ABC transporter permease protein
blI6020	-1.5			probable general secretion pathway protein F
blr6150	-1.6			ABC transporter permease protein
blI6403		-1.9		ABC transporter permease protein
blI6824		-1.6		ABC transporter permease protein
blI7770		-1.7		ABC transporter permease protein
blI2868	-1.7			ABC transporter substrate-binding protein
blI3192	-1.7			ABC transporter substrate-binding protein
blI3316		-2.0		ABC transporter substrate-binding protein
blr3547	-1.7			ABC transporter substrate-binding protein
blI4896		-1.8		ABC transporter substrate-binding protein
blr5675	-2.6			ABC transporter substrate-binding protein
blI7921		-1.8		ABC transporter substrate-binding protein
blI3962	-1.5			MFS permease
blI5121	-1.7			major facilitator superfamily transporter
blI1394		-1.9		cation transport protein (chaC)
blI3948		-1.6		monocarboxylate MFS permease
blr3743		-1.6		periplasmic mannitol-binding protein
blr1225		-1.9		phosphonate uptake transporter ATP-binding protein (phnK)
blI4878		-1.6		possible Copper export protein
blr1052	-2.0			putative ABC transporter binding protein
blr2912		-1.9		probable ABC transporter permease protein
blr4500		-1.9		probable ABC transporter permease protein
blr7066		-1.5		probable ABC transporter permease protein
blr4555	-1.9			similar to ABC transporter permease protein
blI6709		-1.5		probable ATP-binding protein
blr7537		-1.5		probable ATP-binding protein
blr5727		-1.5		probable metal-transport protein
blr2848		-1.6		probable sulphate transport protein
blr7376		-1.6		putative integral membrane transporter protein
blI0324		-1.5		putative sugar transport protein
blr6555		-1.7		putative sulfate transporter
blI5251		-1.8		putative transporter transmembrane protein
blr8132		-1.5		RhtB family transporter
blr1121		-1.6		sugar ABC transporter ATP-binding protein
blr6569		-1.6		MFS permease
blI5620		-1.5		MFS permease
blr3904	-1.5			probable iron transport protein

Other categories

Drug and analog sensitivity

blr2617	1.8			metallo-beta-lactamase superfamily protein
blI7407			2.0	fosmidomycin resistance protein (fsr)
blr7593	1.8	2.0		multidrug resistance efflux pump
blr4439		6.9	2.6	penicillin binding protein
blr7958	-1.5	-1.7		multidrug resistance efflux pump

blI5081	-1.6		putative multidrug resistance protein
**Transposon-related functions**			
blr0018.1		1.8	putative transposase
blr0018.2	1.7	1.8	putative transposase
blI1642	1.9		putative transposase
blr1645	2.0		putative transposase
blr1655	1.8		putative transposase
blr1740	1.6		RSalpha~putative transposase
blI1742	1.6		putative transposase
bsr1874	1.6		putative transposase
blr2056	1.6		putative transposase
blI2116		1.8	putative transposase
blI2117		1.5	putative transposase
blI4642	2.1		putative transposase
blr8004	15.5		probable site-specific integrase/recombinase
blI8183	1.6		putative transposase
blr8217	1.5		putative transposase
blr1717	-1.6		putative transposase
blI1997	-1.5		putative transposase
blI2160	-5.2		putative transposase
blr5169	-1.6		probable site-specific integrase/recombinase
blI8182	-2.1		putative transposase
blI8199	-1.9		putative transposase
blr8301	-1.7		putative transposase
blr1617	-1.9		conjugal transfer protein (trbL)
Others			
blI0100	1.7		ferredoxin NADP+ reductase
blI0134	2.3		putative oxidoreductase
blI0137	2.5		hypothetical oxidoreductase
blI0409	1.7		probable FAD-monooxygenase
blI0527	1.6		hypothetical oxidoreductase
blr0568	1.8		glycerol-3-phosphate dehydrogenase [NAD(P)+] (EC 1.1.1.94) (gpsA)
blr0573	1.9		acetyl-CoA synthetase
blI1234	2.1		putative hydrolase
blI1503	1.9		quinone oxidoreductase (qor >
blI2377	1.6		probable glycosyl transferase
blI2517	1.6		putative acetate kinase (acetokinase) protein
blI2569	1.6		FAD dependent oxidoreductase
blI3020	1.5		GMC type oxidoreductase
blI3142	1.5		putative quinone oxidoreductase (EC 1.6.5.5)
blI3147	2.0		putative 2-dehydropantoate 2-reductase (EC 1.1.1.169)
blr3457	2.0		phosphate acetyltransferase (EC 2.3.1.8) (pta)
blr3776	2.0		betaine aldehyde dehydrogenase
blI4001	1.9		putative esterase
blr4257	1.6		putative hydrolase
blI4301	1.6		putative oxidoreductase protein
blI4346	1.7		3-hydroxydecanoyl-[acyl-carrier-protein] dehydratase (EC 4.2.1.60) (fabA)
blI4493	1.7		putative acetyltransferase (EC 2.3.1.-)
blr4659	1.5		PfkB family carbohydrate kinase
blr5498	1.6		putative oxidoreductase protein
blI5683	1.6		probable serine/threonine phosphatase
blr5774	1.9		probable sulfide-quinone reductase
blr6059	1.7		putative cyclase

blI6073	1.6			probable poly-beta-hydroxybutyrate polymerase (phbC)
blI6180	1.7	1.7		oxidoreductase
blr6671	1.9			dehydrogenase
blI6826	1.9			putative oxidoreductase
blI6994		2.2		putative phosphatidylethanolamine N-methyltransferase
blr7063	1.7			probable 2-ketogluconate reductase
blI7207			1.5	probable N-Carbamoyl-D-Amino-Acid
blr7884		1.7		probable coniferyl aldehyde dehydrogenase (calB)
blI7886	2.7			probable 3-oxoacyl-[acyl-carrier-protein] reductase
blI8067	-1.6	3.3		similar to LpqO protein
blI8163		2.0		glycosyl transferase (gtrA)
blr0899		1.5		poly(3-hydroxyalkanoate) depolymerase
blr2168		1.8		putative transketolase alpha subunit protein
blr2459	1.5	2.6		acetyltransferase
blr2916	1.6			tartrate dehydrogenase
blI3116	1.9			putative phosphoribosylpyrophosphate synthetase
blr3320		1.6		hypothetical oxidoreductase
blr3335		5.2		3-oxoacyl-[acyl-carrier-protein] reductase
blr3449	1.8			probable dehydrogenase
blr4420		1.7		3-methylcrotonoyl-CoA carboxylase beta subunit (mccB)
blr6661		1.8		putative glycosylase
blr6744		2.8		putative ferredoxin oxidoreductase beta subunit
blr6983		1.6		probable 1,4-butanediol diacrylate esterase
blr7262		1.7		putative racemase
blr7422		2.7		oxidoreductase
blr7568	1.9			flavoprotein (wrbA)
blr7602		2.3		putative monooxygenase
bsr6522		1.5		Putative FeoA family protein
blI2208		5.0		putative periplasmic copper binding protein
blI0043			3.1	conjugal transfer protein (traG)
blI8285		1.5		probable conjugal transfer protein (trbE)
blI0290	-1.6			hypothetical low temperature-induced protein
blI0554			-1.6	short-chain dehydrogenase
blI0566		-1.6		putative uroporphyrinogen III synthase
blI0766	-1.8			probable dehydrogenase
blI1230		-1.6		3-oxoacyl-[acyl-carrier-protein] reductase
blI1531	-1.5			probable oxidoreductase
blI1586	-1.8			putative excisionase
blr2102	-1.7			pantoate—beta-alanine ligase (panC)
blI2434	-3.3			plasmid stability protein
blI2527		-1.7		putative hydrolase
blI2752		-1.7		probable glycosyl transferase
blr2810	-1.5			aldo/keto reductase
blI2850			-1.5	probable 6-phosphofructokinase (EC 2.7.1.11)
blI2927		-1.5		putative aldolase, possibly L-fucose-phosphate aldolase
blI3065		-2.3		hypothetical aldolase class II protein
blI3109	-1.7			putative Ca binding protein
blI3238	-1.6			hydantoinase A (hyuA)
blI3418	-2.0	-1.9		putative epoxide hydrolase 1 (EC 3.3.2.3)
blI3658		-1.7		putative dehydrogenase
blI4164		-3.5		putative oxidoreductase
blI4669	-1.7			putative mutator protein
blI4688	-1.5			putative acetyltransferase (EC 2.3.1.-)
blI5049	-2.0	-1.6		AttM/AiiB family protein
blI5282		-2.4		biphenyl-2,3-diol 1,2-dioxygenase

blI5335	-1.8			putative thiolase
blI5831	-1.7			putative hydratase (EC 4.2.1.-)
blI6323		-1.7		putative 3-hydroxyisobutyrate dehydrogenase (EC 1.1.1.31)
blI6359	-1.6			putative oxidoreductase protein
blI6610		-1.5		S-adenosyl-methyltransferase (mraW)
blI7774	-1.6			superoxide dismutase (sodF)
blI8141	1.7	-1.6		phosphoenolpyruvate carboxykinase (pckA)
blI8165	-1.6			putative alkaline phosphatase protein
blr0463		-3.1		acetyltransferase
blr0579		-1.6		SUN protein (sun)
blr0589		-1.6		probable 2-dehydropantoate 2-reductase (EC 1.1.1.169)
blr2174		-1.5		malonic semialdehyde oxidative decarboxylase (iolD)
blr2281		-1.5		putative 2-pyrone-4,6-dicarbaxylate hydrolase
blr2938		-2.7		cyclohexanone monooxygenase
blr3218		-1.5		putative hydrolase phosphatase protein
blr3336	-1.6			oxidoreductase
blr3400	-1.7			putative oxidoreductase
blr3401		-1.6		probable aromatic 1,2-dioxygenase beta subunit
blr3403		-4.5	-1.6	putative 3-oxoacyl-[acyl-carrier-protein] reductase
blr3672		-1.6		oxidoreductase
blr3677	-1.8	-1.7		putative monooxygenase component
blr3679	-1.6			putative monooxygenase component
blr3799		-1.7		probable oxidoreductase
blr3819		-1.5		metapyrocatechase
blr4190		-1.5		putative oxidoreductase
blr4217		-1.7		putative oxidoreductase
blr4404	-1.7			histone-like protein
blr5116		-1.5		Nrd protein (nrd)
blr5209		-1.6		oxidoreductase
blr5371	-1.8			zinc-binding dehydrogenase
blr5421	-1.6			dehydratase-like protein
blr5444		-1.7		putative oxidoreductase protein
blr5591	-1.5			salicylate hydroxylase (nah)
blr5658	1.6		-1.5	putative avidin
blr5871		-3.9		5-dehydro-4-deoxyglucarate dehydratase
blr6721			-1.5	putative reductase
blr6094	-1.6			oxidoreductase
blr6161	-1.7			putative dehydrogenase
blr7165	-1.7	-1.9		oxidoreductase
blr7491	-1.7			putative 2-keto-gluconate dehydrogenase
blI7539	-2.1			probable histone H1

Hypothetical proteins

bsr0004		1.7		hypothetical protein bsr0004
blr0035		5.9		hypothetical protein blr0035
blI0042	-1.5		2.9	hypothetical protein blI0042
blI0044		2.7		hypothetical protein blI0044
blI0048		1.7		hypothetical protein blI0048
blI0052	2.0	3.2		hypothetical protein blI0052
bsr0067		2.0		hypothetical protein bsr0067
blI0083		1.6		hypothetical protein blI0083
blr0094	2.3			hypothetical protein blr0094
bsl0098		1.9		hypothetical protein bsl0098
blr0123	1.5			hypothetical protein blr0123
blI0177		1.9		hypothetical protein blI0177
bsl0255	1.7			hypothetical protein bsl0255

bsl0296.2n	1.5			hypothetical protein bsl0296.2n
blr0349	2.0			hypothetical protein blr0349
bll0491	1.8			hypothetical protein bll0491
blr0496			2.6	hypothetical protein blr0496
blr0497	1.8	3.5		hypothetical protein blr0497
blr0538.1n		1.7		hypothetical protein blr0538
blr0569		1.7		hypothetical protein blr0569
bll0596	1.5			hypothetical protein bll0596
blr0629	1.7	1.6		hypothetical protein blr0629
blr0644		1.8		hypothetical protein blr0644
bll0657		1.6		hypothetical protein bll0657
blr0727		3.8		hypothetical protein blr0727
bsl0728	1.5			hypothetical protein bsl0728
blr0743	1.5			hypothetical protein blr0743
bll0786	2.6			hypothetical protein bll0786
bll0793		1.6		hypothetical protein bll0793
bsl0808	2.0			hypothetical protein bsl0808
bll0828	1.7	6.9		hypothetical protein bll0828
bll0831		1.7		hypothetical protein bll0831
blr0850		6.2	1.5	hypothetical protein blr0850
blr0860		2.2		hypothetical protein blr0860
bll0880	1.6	1.5		hypothetical protein bll0880
blr0908	1.6			hypothetical protein blr0908
blr0920		1.5		hypothetical protein blr0920
bsl1006	1.9			hypothetical protein bsl1006
bsl1061		1.5		hypothetical protein bsl1061
blr1079			1.6	hypothetical protein blr1079
blr1125		2.3		hypothetical protein blr1125
blr1147	7.3	2.0		hypothetical protein blr1147
bll1153		2.7		hypothetical protein bll1153
blr1178		4.8		hypothetical protein blr1178
blr1247		1.6		hypothetical protein blr1247
bll1287		1.5		hypothetical protein bll1287
blr1289	2.4	2.7		hypothetical protein blr1289
blr1349.2n	1.6			hypothetical protein blr1349.2n
blr1402		1.6		hypothetical protein blr1402
bsr1553	3.5	2.8		hypothetical protein bsr1553
blr1563	1.8			hypothetical protein blr1563
blr1611		1.8		hypothetical protein blr1611
blr1649.5n		1.8		hypothetical protein blr1649
blr1665	1.6			hypothetical protein blr1665
blr1693			1.7	hypothetical protein blr1693
blr1716.2	2.0			hypothetical protein blr1716.2
bsl1845		2.0		hypothetical protein bsl1845
blr1905	1.9			hypothetical protein blr1905
blr1945	-1.6	1.7		hypothetical protein blr1945
blr1998		6.1		hypothetical protein blr1998
blr2044	1.8			hypothetical protein blr2044
bsl2064			1.7	hypothetical protein bsl2064
bsl2070	2.1		2.0	hypothetical protein bsl2070
bsr2111		2.0		hypothetical protein bsr2111
blr2232		1.8		hypothetical protein blr2232
blr2279	1.8			hypothetical protein blr2279
bll2302	1.8	1.7		hypothetical protein bll2302
bsl2328	3.4			hypothetical protein bsl2328
bll2330	1.8			hypothetical protein bll2330

blr2372			1.5	hypothetical protein blr2372
blr2409		1.9		hypothetical protein blr2409
bll2431		2.7		hypothetical protein bll2431
bll2446	3.6			hypothetical protein bll2446
blr2466		1.9		hypothetical protein blr2466
blr2470.1n	1.8			hypothetical protein blr2470.1n
bll2471	2.0	1.9		hypothetical protein bll2471
blr2488	1.9			hypothetical protein blr2488
blr2505		1.5		hypothetical protein blr2505
bll2516	1.5			hypothetical protein bll2516
bll2518	2.6			hypothetical protein bll2518
blr2544	2.0			hypothetical protein blr2544
bll2561	2.4			hypothetical protein bll2561
bsl2575	1.5			hypothetical protein bsl2575
bll2590	2.0	2.4	1.6	hypothetical protein bll2590
bsl2602.1n	1.7			hypothetical protein bsl2602.1n
blr2611		1.9		hypothetical protein blr2611
bll2645	2.6			hypothetical protein bll2645
bll2647	2.0			hypothetical protein bll2647
blr2659	2.9			hypothetical protein blr2659
bll2662	2.2			hypothetical protein bll2662
bll2663	2.9			hypothetical protein bll2663
blr2666	2.1			hypothetical protein blr2666
bsr2670	1.6			hypothetical protein bsr2670
blr2671	1.8			hypothetical protein blr2671
bsr2672	2.4			hypothetical protein bsr2672
bsl2673		1.5		hypothetical protein bsl2673
bll2704		1.7		hypothetical protein bll2704
bll2708		1.6		hypothetical protein bll2708
blr2726		2.0		hypothetical protein blr2726
blr2761	2.1	2.0		hypothetical protein blr2761
blr2762	2.3	1.9		hypothetical protein blr2762
bsr2788		1.8		hypothetical protein bsr2788
bll2784	2.5			hypothetical protein bll2784
blr2818	1.6			hypothetical protein blr2818
blr2842		2.7		hypothetical protein blr2842
bsr2847	1.8			hypothetical protein bsr2847
blr2854	1.5			hypothetical protein blr2854
blr2865	1.7			hypothetical protein blr2865
blr2930		2.0		hypothetical protein blr2930
blr2975	1.8			hypothetical protein blr2975
blr2987	1.7			hypothetical protein blr2987
bll3000		1.6		hypothetical protein bll3000
blr3001		2.3		hypothetical protein blr3001
bll3019		1.9		hypothetical protein bll3019
blr3025	1.9			hypothetical protein blr3025
bll3051	2.0	2.4		hypothetical protein bll3051
bll3115	2.9			hypothetical protein bll3115
bll3153		1.7		hypothetical protein bll3153
bsr3236	1.7			hypothetical protein bsr3236
bll3246	1.6			hypothetical protein bll3246
bll3300		1.8		hypothetical protein bll3300
bll3359		1.7		hypothetical protein bll3359
blr3407	1.6			hypothetical protein blr3407
blr3455	1.6			hypothetical protein blr3455
blr3456	2.2			hypothetical protein blr3456

blr3478	1.8			hypothetical protein blr3478
bll3480	1.5			hypothetical protein bll3480
bll3481	1.9	1.5		hypothetical protein bll3481
blr3486	1.5			hypothetical protein blr3486
blr3487	2.7			hypothetical protein blr3487
bll3509	1.9			hypothetical protein bll3509
bll3645	4.2	2.5		hypothetical protein bll3645
bsl3687		3.2		hypothetical protein bsl3687
bll3690		1.5		hypothetical protein bll3690
bsl3746	1.5			hypothetical protein bsl3746
bll3753			1.7	hypothetical protein bll3753
bll3759.1n		2.4		hypothetical protein bll3759
blr3767	2.3			hypothetical protein blr3767
bll3794		2.0		hypothetical protein bll3794
blr3861		2.2		hypothetical protein blr3861
bsr3925	1.9	1.5		hypothetical protein bsr3925
bll4008	1.5			hypothetical protein bll4008
blr4029	1.6			hypothetical protein blr4029
bll4032		1.6		hypothetical protein bll4032
blr4050	2.0			hypothetical protein blr4050
bll4089			1.7	hypothetical protein bll4089
blr4111	2.1			hypothetical protein blr4111
blr4113	2.0			hypothetical protein blr4113
blr4114	1.9	2.1		hypothetical protein blr4114
bsl4153		1.5		hypothetical protein bsl4153
blr4155		1.5		hypothetical protein blr4155
blr4174	1.8			hypothetical protein blr4174
bsr4175	1.6			hypothetical protein bsr4175
blr4188		1.5		hypothetical protein blr4188
blr4199		1.6		hypothetical protein blr4199
bll4208		1.7		hypothetical protein bll4208
bll4220		1.5		hypothetical protein bll4220
bsr4225			1.8	hypothetical protein bsr4225
blr4238			3.2	hypothetical protein blr4238
bll4239	1.5			hypothetical protein bll4239
blr4241	1.8	1.9		hypothetical protein blr4241
bll4269	1.8			hypothetical protein bll4269
bll4329		1.5		hypothetical protein bll4329
bll4336		1.5		hypothetical protein bll4336
blr4350		2.0		hypothetical protein blr4350
bll4354		1.8		hypothetical protein bll4354
bll4412	2.4	3.8		hypothetical protein bll4412
blr4438			2.4	hypothetical protein blr4438
blr4452		1.8		hypothetical protein blr4452
blr4454	6.5			hypothetical protein blr4454
blr4470		1.7		hypothetical protein blr4470
blr4495		1.5		hypothetical protein blr4495
blr4507	1.6			hypothetical protein blr4507
bsl4527		1.6		hypothetical protein bsl4527
bsl4534		1.7		hypothetical protein bsl4534
blr4563	1.7			hypothetical protein blr4563
bsl4569	3.9			hypothetical protein bsl4569
bsl4602	1.8			hypothetical protein bsl4602
blr4633	1.5			hypothetical protein blr4633
bll4634	1.6			hypothetical protein bll4634
blr4638	2.6			hypothetical protein blr4638

bll4640	2.2			hypothetical protein bll4640
blr4641	2.3			hypothetical protein blr4641
bll4643	2.6		2.3	hypothetical protein bll4643
bll4644	2.7			hypothetical protein bll4644
bll4645	2.3			hypothetical protein bll4645
blr4646	2.6			hypothetical protein blr4646
bsl4647	1.8			hypothetical protein bsl4647
bsl4650	2.7			hypothetical protein bsl4650
bll4651	3.6			hypothetical protein bll4651
blr4652	2.7			hypothetical protein blr4652
blr4654	3.1	2.2		hypothetical protein blr4654
bll4706			1.5	hypothetical protein bll4706
bll4707		1.7		hypothetical protein bll4707
bll4771		2.0		hypothetical protein bll4771
bll4787		1.7		hypothetical protein bll4787
bll4799		1.6		hypothetical protein bll4799
bll4817	2.7			hypothetical protein bll4817
bll4818	1.6			hypothetical protein bll4818
bsr4821	2.0			hypothetical protein bsr4821
blr4827	1.5			hypothetical protein blr4827
bll4869	1.6			hypothetical protein bll4869
blr4890	1.6			hypothetical protein blr4890
bll4907			1.5	hypothetical protein bll4907
bll4941		3.0		hypothetical protein bll4941
bsr4956	2.1			hypothetical protein bsr4956
bsr4957	1.8			hypothetical protein bsr4957
blr4982		1.5		hypothetical protein blr4982
bll4983	1.6			hypothetical protein bll4983
blr4994	4.5	1.7		hypothetical protein blr4994
bll5001	1.6			hypothetical protein bll5001
bsl5002	2.4			hypothetical protein bsl5002
blr5025		1.6		hypothetical protein blr5025
bsr5054		9.8		hypothetical protein bsr5054
bll5076	2.5			hypothetical protein bll5076
bll5077		1.6		hypothetical protein bll5077
bll5078		1.7		hypothetical protein bll5078
bll5079	2.1			hypothetical protein bll5079
bsl5086		1.5		hypothetical protein bsl5086
blr5113		1.7		hypothetical protein blr5113
blr5140	1.6			hypothetical protein blr5140
blr5150	2.5			hypothetical protein blr5150
blr5174		1.7		hypothetical protein blr5174
bll5191	3.7			hypothetical protein bll5191
bll5196		1.6		hypothetical protein bll5196
bll5202	2.9			hypothetical protein bll5202
bll5205	1.6			hypothetical protein bll5205
bsr5206		1.9		hypothetical protein bsr5206
blr5222	1.5			hypothetical protein blr5222
bsr5223			1.6	hypothetical protein bsr5223
bsl5224		1.6		hypothetical protein bsl5224
blr5428	2.0			hypothetical protein blr5428
blr5431	2.4			hypothetical protein blr5431
bll5241		1.5		hypothetical protein bll5241
blr5258		1.6		hypothetical protein blr5258
bll5254		1.8		hypothetical protein bll5254
bsr5273	2.2		2.5	hypothetical protein bsr5273

bll5314		4.4	1.8	hypothetical protein bll5314
bll5315	2.7		4.1	hypothetical protein bll5315
bll5315.1n		1.5	2.2	hypothetical protein bll5315
bll5331		1.9		hypothetical protein bll5331
blr5435		1.6		hypothetical protein blr5435
blr5540		1.6		hypothetical protein blr5540
bsr5463		1.7		hypothetical protein bsr5463
bll5495		1.6		hypothetical protein bll5495
blr5636		2.1		hypothetical protein blr5636
bll5660		2.2		hypothetical protein bll5660
bll5663			2.2	hypothetical protein bll5663
bll5696		1.5		hypothetical protein bll5696
bll5754		1.9		hypothetical protein bll5754
bsr5760		1.6		hypothetical protein bsr5760
bll5766			2.0	hypothetical protein bll5766
bll5770	2.1		1.8	hypothetical protein bll5770
bll5772	2.6			hypothetical protein bll5772
bsr5776	2.4			hypothetical protein bsr5776
blr5777	2.3			hypothetical protein blr5777
bll5851		1.8		hypothetical protein bll5851
bll5984	2.0			hypothetical protein bll5984
blr6042	1.6			hypothetical protein blr6042
bll6051		1.7		hypothetical protein bll6051
bsr6066	2.8	2.2		hypothetical protein bsr6066
blr6067	2.0			hypothetical protein blr6067
bll6068	2.1			hypothetical protein bll6068
bll6069	1.8		1.8	hypothetical protein bll6069
blr6071	2.4			hypothetical protein blr6071
blr6074	1.6	2.9		hypothetical protein blr6074
bll6075	1.6			hypothetical protein bll6075
bll6179	1.5			hypothetical protein bll6179
blr6196	2.0			hypothetical protein blr6196
bll6205		1.9		hypothetical protein bll6205
bsl6345		1.6		hypothetical protein bsl6345
bll6375		1.5		hypothetical protein bll6375
bll6422	1.8			hypothetical protein bll6422
bsr6466			2.4	hypothetical protein bsr6466
bll6483		1.9		hypothetical protein bll6483
blr6518		2.2		hypothetical protein blr6518
bsr6520		2.1	5.4	hypothetical protein bsr6520
bsr6521	1.8	2.1	2.4	hypothetical protein bsr6521
bsr6522	2.0			hypothetical protein bsr6522
blr6541	1.5			hypothetical protein blr6541
blr6544	1.7			hypothetical protein blr6544
bll6583	6.3			hypothetical protein bll6583
bll6673	2.2			hypothetical protein bll6673
blr6682		1.7		hypothetical protein blr6682
bll6893	1.6			hypothetical protein bll6893
bsr6700			2.1	hypothetical protein bsr6700
bll7022		1.5		hypothetical protein bll7022
blr7054	1.8			hypothetical protein blr7054
bll7056		1.6		hypothetical protein bll7056
blr7060	2.9			hypothetical protein blr7060
blr7069		1.5		hypothetical protein blr7069
bsr7087	1.7			hypothetical protein bsr7087
blr7088	2.2		1.8	hypothetical protein blr7088

How the deposited data were processed for this re-analysis (not part of the article)

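Gene expression of *B. japonicum* was compared between elevated CO_2_ (550 ppm) and ambient CO_2_ (370 to 380 ppm) after 3 d at 27 °C, with 1 RNA of each kind on every 2-colour array. The 4 groups of 4 arrays were USDA110 on the soybean rhizoplane, USDA110 in growth boxes without plants, and the nodule isolates SFJ14-36 and SFJ4-24 on the rhizoplane. The sample labels speak of 3 growth boxes per treatment and the paper of 4, and n is the number of array columns. In each group the elevated sample carried Cy3 on 2 arrays and Cy5 on the other two. The labels of SFJ4-24 give 550 ppm for the ambient sample as well, and those of both USDA110 groups have strain and CO_2_ exchanged in 1 channel. For both, the titles and the paper's methods were followed.

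The authors read the spots with GenePix Pro and deposited 1 log2 ratio per locus and array. Background correction, normalization between dyes and the combination of the spots of a locus are not given in the sources used here. The table held 8480 loci and 16 columns with 0 missing values. Its annotation gave 1 gene symbol for 8462 probes and none for 18, and loci were matched by locus number. The ratios were taken as log2 of elevated over ambient CO_2_, after a check of their sign and slope against the fold changes in the paper's supplement. On every array the values correlated positively with the paper's fold changes of its group, with r from 0.353 to 0.968 over all arrays. The values were used as the authors deposited them, with no further centring. Replicates 2 and 4 of the USDA110 rhizoplane were the same column apart from a constant and were averaged, which left 15 columns. This left the elevated sample of that group with Cy5 in 2 columns and Cy3 in 1.

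Each group was fitted on its own with lmFit and eBayes of limma 3.58.1 in R 4.3.3, as a test of the mean log2 ratio per locus against 0. All adjusted p-values of single loci are from limma with the method of Benjamini and Hochberg over all loci of a group. A locus was called at an adjusted p of 0.05 or less and a change of at least 1.5-fold, the thresholds that the paper states. Counts at an unadjusted p used the same fold change and an unadjusted p of 0.05 or less. Differences between groups were tested in limma as the difference of 2 group means, with the same thresholds. The exact sign-flip test cannot give a p below 0.125 with 4 arrays or 0.25 with 3, and was not used. Replicate numbers did not pair the arrays of different groups. Of 21 correlations between arrays of the same number, 3 were above 0.1, and they lay between -0.190 and 0.235.

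The 25 gene lists were *cbb*, *nuo*, *suc*, C1 oxidation, *nap*, *nor*, *nos*, *fixNOQP* with *fixGHIS*, *fixLJ* with *fixK2*, *nif* with fix, the *nod* operon, type III secretion (*tts*), heme synthesis, exopolysaccharide (*eps*), groESL, the ribosomal gene cluster, ATP synthase, hydrogen uptake (*hup*), both flagellar clusters, the FixK_2_-associated genes of the paper's supplement and 4 regions of neighbouring loci. Of these, 8 were chosen by the study on these samples, namely C1 oxidation, heme synthesis, exopolysaccharide, the FixK_2_-associated genes and the 4 regions. Lists were tested with camera of limma at a preset correlation of 0.01, adjusted over 100 tests of 25 lists in 4 groups, and again with the correlation estimated from the list. Differences of lists between groups were adjusted over 100 tests of 25 lists in 4 differences, and in the regroupings of arrays over the 25 lists of 1 difference.

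The genes named in the text follow a rule. It takes every locus of Tables 2 and 3, the genes of Table 4 with a locus, the loci named in the paper's text, the supplementary list of cells without plants and *parA* (bll0631). It adds, per group, the 10 highest and 10 lowest loci past the threshold with the same sign on every array, and members of a list as examples of it. The values in the paper's tables had been seen when the rule was written. The gene *parA* was at a log2 ratio of 0.05 in the USDA110 rhizoplane, 0.33 in SFJ14-36, 0.11 in SFJ4-24 and 0.00 without plants, and it did not pass in any group.

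The thresholds, the tests, the lists, the naming rule and most alternatives were set before the data were examined. Those alternatives were a dye covariate, 1 fit over all arrays with and without a dye effect, centring of each array on its median, array weights, robust eBayes, Storey's q-values at a lambda of 0.5, unadjusted p-values, no fold threshold, rules on missing values, the replicate number as a block and leaving out each replicate. Chosen after the data were seen were the averaging of the repeated column, the 4 columns as deposited, replicates 1 and 3 or 2 and 4 alone, and the removal of a running mean over adjacent loci in SFJ4-24, with a running median over 41 loci.

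The fits were tested on simulated data with the spreads of each group. Loci were simulated as independent, so the shares for SFJ4-24 do not hold for its values, which are shared between neighbours. Arrays were also simulated as independent, and no share holds if the real arrays are not. Of loci changed 1.5-fold, 13.6% were found in the USDA110 rhizoplane, 23.6% in SFJ14-36, 20.0% in SFJ4-24 and 2.8% without plants, and of loci changed 4-fold 83.2%, 84.4%, 90.4% and 82.0%. All 13 of the 13 shifted lists were found in each group, and 1 or 2 of the 12 other lists were called. Random numbers used a seed of 11, and the figures were drawn with matplotlib 3.10.9. Signal over background per spot, the genome sequence and the quantitative PCR values were not used in the tests.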

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

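The regroupings of arrays and the exchange of spreads in this part were planned, while the removal of the running mean in SFJ4-24 and the medians of single arrays without plants were chosen after the result was seen. Regroupings exclude chance only for independent arrays, and the contrasts between replicates under the other observations argue against independence. Their counts of lists were adjusted over the 25 lists of 1 difference.

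In SFJ14-36 several genes had 1 array far from the other three. On replicate 1 the carbon monoxide dehydrogenase gene *cooxM* was at a log2 ratio of 2.97, bll7226 at 4.61, bll0793 at 1.35, blr6544 at 0.98 and bll5504 at -0.47. The fix genes *fixH* and *fixQ*, for oxidase assembly and an oxidase subunit, were at 2.10 and 2.15 on that array, and the median of the region from blr7984 to bll7993 was 1.10. On replicate 3 the nodulation gene *noeL* was at 1.60, the NADH dehydrogenase gene *nuoI* at -0.38, the transhydrogenase gene *pntAB* at -0.25, *gudD* at 0.29 and the formaldehyde-activating gene *gfa* at 2.87. The nodulation gene *noeI* was at 1.19 on replicate 4, and the median of ATP synthase genes was 0.71 on replicate 2. In SFJ4-24, replicate 1 stood apart for bll1001 (-0.64), *nuoI* (1.32), *nodA* (0.83), *exaA* (0.80) and the median of the *hup* genes (-0.29), and replicate 2 for bsl2479 (2.34). Without plants, USDA110 replicate 2 stood apart for *nuoI* (1.13), bll5566 (-0.40) and the median of the *nuo* genes (0.33), replicate 1 for blr2451.1n (1.31) and replicate 3 for blr7058 (2.67). Of 417 sets of 4 arrays 26 had such an array, or 6.24%, where chance gives about 5%. Replicate 1 of SFJ14-36 made up 8 of the 15 cases of its group, and replicate 1 of SFJ4-24 5 of 6. The USDA110 rhizoplane, with 3 different columns, was not examined in this way.

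Between rhizoplane and plant-free cells of USDA110, *fixP* of low-oxygen respiration and *napE* of nitrate reduction differed in their ratios, with 70 loci past the threshold of limma in all. In the rhizoplane the ratio was higher by 2.56 for the oxidase gene *fixP*, by 2.02 for bll7551, by 1.67 for the heme gene *hemA*, by 1.47 for the nitrate reductase gene *napE*, by 1.40 for bll2758 and by 1.21 for blr7090. Without plants it was higher for bll0065 (-2.78), bll1057 (-1.85), the ATP synthase gene *atpB'* (-1.80), the conjugation gene *traG* (-1.76), the flagellar gene *flgI* (-1.42) and bll6674 (-1.40), given as rhizoplane minus plant-free. Over 35 groupings of these arrays, only the real one gave as many as 70 loci and the highest of the others gave 0, so chance was excluded only if the arrays are independent. For gene lists 2 groupings gave as many as the real 11 and the highest of the others gave 11, so chance was not excluded. The count was 0 with a dye covariate, 2 without rhizoplane replicate 1, 0 without rhizoplane replicate 3, 14 without plant-free replicate 1 and 16 without plant-free replicate 4.

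A larger spread between the arrays without plants was weighed as a technical source of their lower number of changed genes. With the rhizoplane's mean ratios placed on the deviations of the arrays without plants, 77 loci passed, 50 of them among the 278 of the rhizoplane, and 509 at an unadjusted p of 0.05 or less. With the plant-free means on the rhizoplane's deviations, 0 passed in limma, and 298 at an unadjusted p of 0.05 or less. The value of 77 lies between the limits set for either outcome, so how much of the lower number is due to the larger spread stays open, and it may hide changes at other loci. Equal mean ratios at the 278 loci, with the spread as the only difference, are argued against. No array without plants reached more than 0.151 of the rhizoplane's median over the 186 higher loci or the 92 lower loci. The medians were 1.03 and -0.73 on roots, against -0.033 and 0.090 without plants. A response that depends on the plant stays open, and the 70 loci that differed between both groups are the part that passed a direct test.

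Between SFJ14-36 and SFJ4-24 the regulator gene *nolA*, which acts on nodulation genes, differed by 1.88, and 53 loci differed in all. Over 35 groupings only the real one gave as many and the highest other gave 1, so chance was excluded only if the arrays are independent. After removal of the running mean 1 locus differed. The median size of the 53 differences went from 1.21 (median SE 0.186) to 1.08 (median SE 0.257), all 53 with the same sign, so most calls ended with the larger errors. For *nolA* the difference was 1.03 (SE 0.43, adjusted p = 0.411). With a dye covariate 4 loci differed. For gene lists, 30 groupings gave as many as the real count of 1 and the highest gave 10, so some groupings called several times the real count. This points to a structure of the arrays, whose nature was not tested. Leaving out SFJ14-36 replicate 1 gave 31, and replicates 2 and 4 gave 0 each. Leaving out SFJ4-24 replicate 1 gave 7, replicates 2 and 3 gave 0 each and replicate 4 gave 12.

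Between SFJ14-36 and USDA110 on roots, 306 loci differed, and the single genes *fixO* and *napB* were among those with lower ratios in SFJ14-36. As a list, *nap* differed at a median of -1.59 (adjusted p = 0.0001007 from camera, and adjusted p = 0.0732 with an estimated correlation). For *fixNOQP* with *fixGHIS* it was -0.70 (adjusted p = 0.00224 from camera, and adjusted p = 0.321 with an estimated correlation). The list of *fixLJ* with *fixK2* lay the other way, at 0.15. The differences were -2.37 for *fixO*, -1.92 for *fixP*, -1.90 for *napB*, -1.71 for *napC*, -1.28 for *fixG* (blr5778), -1.20 for blr7090, -1.06 for the alcohol dehydrogenase gene *exaA*, -0.99 for blr5093, -0.95 for blr6797, -0.86 for the nitrate transport gene *nrtC* and -0.79 for *nosD*. They were positive for the methanol dehydrogenase gene *mxaF'* (1.56), blr3675 (1.42), *atpB'* (1.30), blr3898 (1.04) and bll6674 (0.93). The paper did not detect *nosZ* in SFJ14-36 with its primers, so the probe of *nosD* may give a foreign signal there. Only the real grouping of 35 gave as many and the highest other gave 30, so chance was excluded only for independent arrays. For lists 2 gave as many as the real 11 and the highest other gave 13, so chance was not excluded for lists. With a dye covariate 81 loci differed. Without SFJ14-36 replicates 1, 2 and 4 the count was 468, 59 and 74, and without USDA110 replicates 1 and 3 it was 65 and 113.

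Between SFJ4-24 and USDA110 on roots, 134 loci differed. The ratio was higher in SFJ4-24 by 2.99 for the regulator gene *fixK2*, by 1.57 for *traG*, by 1.33 for *cooxM* and by 1.20 for *cbbX*, a gene of CO_2_ fixation. It was lower for *nolA* (-2.11), *napC* (-1.91), *napB* (-1.80), *napE* (-1.36), blr6797 (-1.25), *fixO* (-1.17) and the aromatic degradation gene *hcaA* (-0.82). After removal of the running mean 114 loci differed, and 71 of the 134 were still past the threshold. Among the 114 were *fixK2*, *napB*, *napC*, *napE*, *fixO* and blr6797, while *nolA*, *traG*, *cooxM*, *cbbX* and *hcaA* were not. Of these, *traG* was at 2.88 (SE 0.53, before 0.27), *cooxM* at 2.06 (SE 0.46, before 0.20) and *cbbX* at 1.63 (SE 0.30, before 0.22), larger differences with larger errors. Smaller were *nolA* at -1.27 (SE 0.46, before 0.18) and *hcaA* at -0.58 (SE 0.26, before 0.14). Of 35 groupings only the real one gave as many and the highest other gave 3, so chance was excluded only for independent arrays. For lists 4 gave as many as the real 11 and the highest other gave 14, so chance was not excluded for lists. With a dye covariate 75 loci differed. Leaving out SFJ4-24 replicates 2, 3 and 4 gave 33, 51 and 80, and leaving out USDA110 replicates 1 and 3 gave 48 and 55.

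Signs of all ratios of an array were turned as a test of the counts within each group. In the USDA110 rhizoplane 1 of 4 sign patterns, the real one, gave as many as 278 loci and the highest other gave 0. In SFJ14-36 1 of 8 gave 126 and the highest other gave 0. In SFJ4-24 and without plants 8 of 8 patterns gave 0 with limma, where 282 and 187 loci had an unadjusted p of 0.05 or less. These patterns are too few for a share under 0.05.

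The ribosomal gene cluster, which the paper does not discuss, had positive medians in both isolates. Its 41 loci, which include genes of elongation factors and RNA polymerase, had a median log2 ratio of 0.40 in SFJ14-36, where 8 were higher, or 15 higher and 1 lower when adjusted over the list alone (adjusted p = 1.23e-08 from camera, and adjusted p = 0.354 with an estimated correlation). Among the 8 were the elongation factor gene *fusA* (1.00) and the ribosomal protein genes *rplJ* (0.93), *rplL* (0.87), *rplR* (0.81), *rpsS* (0.79) and *rplC* (0.75). In SFJ4-24 the median was 0.64 with 39 of 41 loci positive, but 0 passed in limma, over all genes or adjusted over the list alone (adjusted p = 1.1e-11 from camera, and adjusted p = 0.558 with an estimated correlation). Neighbouring loci share their values in SFJ4-24, so these 39 are not separate. The correlation estimated there was 0.647, against the preset 0.01. ATP synthase genes had a median of 0.60 in SFJ14-36, with 0 of 9 higher, 5 when adjusted over the list alone (adjusted p = 0.00494 from camera, and adjusted p = 0.391 with an estimated correlation). Hydrogen uptake genes had a median of -0.22 in SFJ4-24, with 0 of 28 changed (adjusted p = 0.00971 from camera, adjusted p = 0.354 with an estimated correlation, and 0.0635 after removal of the running mean).

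The 4 regions of neighbouring genes were chosen by the study on these samples, and their values are not independent evidence. In the USDA110 rhizoplane the median was 1.17 for the region from blr4633 to blr4654, which holds *dnaJ*, 1.05 for bll5770 to blr5778 (adjusted p = 1.16e-07), 0.72 for the genes around *fixK1* (adjusted p = 2.94e-09) and 0.94 for blr7984 to bll7993 (adjusted p = 2.3e-05). In SFJ4-24 it was 0.28 for the first (adjusted p = 0.0199), 0.55 for the genes around *fixK1* (adjusted p = 0.000158) and 0.48 for the last (adjusted p = 2.03e-05), with 0, 1 and 3 loci higher when adjusted over the list alone. All these p-values are from camera, and with an estimated correlation the adjusted p was 0.354 for the USDA110 regions, and 0.631, 0.558 and 0.354 for those of SFJ4-24. The call of the first region in SFJ4-24 was lost without replicate 2 (0.0966), without replicate 3 (0.155) and after removal of the running mean (0.0751).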

How the results depend on the processing

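The use of the 4 columns as deposited, of replicates 1 and 3 or 2 and 4 alone, and the removal of the running mean in SFJ4-24 were chosen after the result was seen, and the other alternatives were planned. No called value of a named gene or list changed its sign under the alternatives run for it. For each value that moved, the cause was not tested unless it is given.

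Changed genes of the USDA110 rhizoplane numbered 186 higher and 92 lower. With a dye covariate they were 73 and 3, with array weights 343 and 243, and at an unadjusted p 308 and 175. With the 4 columns as deposited, which counts 1 sample as 2 arrays, they were 302 and 184, and with replicates 1 and 3 alone 3 and 0. The lower genes were 54 in 1 fit over all arrays with a dye effect, 142 with Storey's q-values and 152 with no fold threshold. Without replicate 1 the counts were 0 and 0, and without replicate 3 they were 373 and 252, which are the lowest and highest of leaving out 1 array.

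For SFJ14-36, with 65 higher and 61 lower loci, the counts were 0 and 0 with a dye covariate, 227 and 263 in 1 fit over all arrays, and 211 and 239 in that fit with a dye effect. They were 146 and 161 with Storey's q-values, 323 and 369 at an unadjusted p, 144 and 154 with array weights, and 0 and 0 with replicates 1 and 3 alone. With replicates 2 and 4 alone 109 were lower. Higher loci outnumbered lower ones as reported, but not in these counts of 1 fit, Storey's q-values, an unadjusted p and array weights. The range of leaving out 1 array was 0 to 60 higher and 0 to 48 lower. Without replicate 2 the counts were 0 and 1, without replicate 3 they were 1 and 9, and without replicate 4 they were 0 and 0.

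For SFJ4-24, with 0 and 0 in limma, 62 loci were higher and 34 lower in 1 fit over all arrays, 52 and 21 in that fit with a dye effect, and 166 and 116 at an unadjusted p. Without plants, also with 0 and 0, these counts were 31 and 13, 25 and 11, and 102 and 85. Leaving out any 1 array left 0 in both groups. Loci higher in all 3 strains were 0 in the per-group fits, 2 in 1 fit over all arrays and 12 at an unadjusted p.

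The difference between rhizoplane and plant-free USDA110 cells, with 70 loci, gave 2 with the replicate number as a block, 0 with a dye covariate, 170 in 1 fit over all arrays, 734 with array weights and 298 with the columns as deposited. It ranged from 0 to 71 when 1 array was left out, with 2 and 0 without rhizoplane replicates 1 and 3, and 14 and 16 without plant-free replicates 1 and 4. For SFJ14-36 minus SFJ4-24, with 53 loci, the values were 0 with the block, 4 with the dye covariate, 95 in 1 fit over all arrays, 136 with array weights and 1 after removal of the running mean. The range was 0 to 42, with 31, 0 and 0 without SFJ14-36 replicates 1, 2 and 4, and 7, 0, 0 and 12 without SFJ4-24 replicates 1 to 4.

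For SFJ14-36 minus USDA110, with 306 loci, the values were 0 with the replicate number as a block, 81 with the dye covariate, 194 in 1 fit over all arrays, 1267 with array weights and 733 with the columns as deposited. Leaving out 1 array gave 59 to 468, with 468, 59 and 74 without SFJ14-36 replicates 1, 2 and 4, and 65 and 113 without USDA110 replicates 1 and 3. For SFJ4-24 minus USDA110, with 134 loci, they were 0 with the block, 75 with the dye covariate, 915 with array weights and 518 with the columns as deposited. Here the range was 33 to 136, with 33, 51 and 80 without SFJ4-24 replicates 2, 3 and 4, and 48 and 55 without USDA110 replicates 1 and 3. The block is not part of the design, since replicate numbers of different groups did not pair the arrays.

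Of the gene lists 34 calls passed at the preset correlation and 0 with an estimated correlation. Lists with an estimated correlation below the preset one lost their calls as well, so this 0 does not decide whether a list changed. The other alternatives kept most list calls. A dye covariate kept 33 of 34, 1 fit over all arrays 31, centring 33, the columns as deposited 34 and removal of the running mean 30. Leaving out 1 replicate number from every group gave 31 to 34 list calls in all and kept 29 to 31 of the 34. The c1, *cbb*, ribosomal cluster and FixK_2_-associated calls were lost only with the estimated correlation.

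Of the 604 values of named genes, 75 passed. With a dye covariate 27 passed, in 1 fit over all arrays 134, and in that fit with a dye effect 123. Leaving out 1 replicate number gave 19 to 71, with 19 without replicate 1 and 49 without replicate 4. The array weights did not converge fully in at least 1 fit. They added 32 calls and lost 1, robust eBayes lost 4, and centring added 2 and lost 1. Removal of the running mean added no call among the 151 values of SFJ4-24. None could be lost, since 0 loci of that group had passed. The rules on missing values say nothing here, since no value was missing.

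The sign and scale of the ratios held on all 16 arrays. The correlation with the paper's fold changes ranged over leaving out 1 array from 0.93 to 0.9937 in the USDA110 rhizoplane, from 0.9612 to 0.9826 in SFJ14-36, from 0.9605 to 0.9955 in SFJ4-24 and from 0.725 to 0.9494 without plants, with 0.93 and 0.725 without replicate 3. Signal over background of the spots was not used here, so what it limits stays open.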

Differences from the paper's values

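The columns as deposited were added after the result was seen, and the other alternatives below were planned. The paper's counts and those here use 1.5-fold and an adjusted p or q of 0.05. The replication and the test are not alike. The paper's figure counts more than 1 replicate of each ORF per array, and its methods cite earlier work for the statistics. Here 1 value per locus and column was tested. How much this adds to the gaps in the counts was not tested.

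Higher genes of the USDA110 rhizoplane were 362 in the paper and 186 here, and lower genes 242 in the paper and 92 here. Of the alternatives set before the data were examined, an unadjusted p (308 and 175), array weights (343 and 243) and leaving out replicate 3 (373 and 252) brought both within 1.5 times of the paper's values, and Storey's q-values the first (262). The others did not. The 4 columns as deposited, chosen after seeing the values, gave 302 and 184 and left out 109 of the 502 loci that the paper lists with all strain columns. Of these 502 loci 230 were called here.

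In SFJ14-36 the paper's counts were 373 higher and 392 lower, against 65 and 61 here. At an unadjusted p they were 323 and 369, and in 1 fit over all arrays the lower genes were 263. The other alternatives stayed apart from the paper. Of 622 loci that the paper lists, 92 were called here. In SFJ4-24 the paper's counts were 102 higher and 44 lower, against 0 and 0 in limma here. For the higher genes no alternative came within 1.5 times, with 62 in 1 fit over all arrays and 166 at an unadjusted p, and for the lower genes only 1 fit over all arrays did (34). For cells without plants the paper's 29 changed genes stood against 0 here, and 1 fit over all arrays with a dye effect gave 36. All 29 had an unadjusted p of 0.05 or less.

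In the paper's figure and here, genes shared by 2 strains leave out those found in all 3. Genes higher in both SFJ14-36 and SFJ4-24 alone were 34 in the paper and 0 here (28 at an unadjusted p), and genes lower in both were 13 in the paper and 0 here, with no alternative that came within 1.5 times. The paper's 59 genes higher in both USDA110 and SFJ14-36 alone stood against 6 here (32 at an unadjusted p), and no alternative closed this gap. The paper's 26 for USDA110 and SFJ4-24 alone stood against 0 here (26 at an unadjusted p), and the paper's 11 for all 3 strains against 0 (12 at an unadjusted p). The FixK_2_-associated genes were 23 in SFJ14-36 and 14 in SFJ4-24 in the paper, against 1 and 0 here, and 17 and 18 at an unadjusted p. With the genes of all 3 strains the counts at an unadjusted p were 40, 44 and 38 for these pairs. For the values 28, 26, 12, 17 and 18 no other alternative came within 1.5 times of the paper.

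For single genes, the paper gives *napC* (blr7040), of nitrate reduction, at 3.3-fold in the USDA110 rhizoplane, against 3.22-fold here. A fold change was taken to differ if its log2 lay more than 1 SD between columns from the paper's, or had another sign. The SD of *napC* was only 0.025, so this small gap counts, and with centring on the median the value was 3.27. For bll5566 the paper gives 2.1-fold in SFJ14-36, against 1.15-fold here, and none of the 7 alternatives that give a fold closed this gap. The paper's supplement gives 2.1-fold for it under USDA110, where it was 1.94-fold here. In all, 41, 52, 32 and 29 fold changes were compared in the USDA110 rhizoplane, SFJ14-36, SFJ4-24 and plant-free cells. The others lay within 1 SD, and none had another sign. Where the SD was large, wide gaps stayed within it. Examples are bll2758 in SFJ4-24 (4.5-fold in the paper, 3.12 here, SD 1.37) and *hcaA* in SFJ14-36 (3.4 and 2.49, SD 1.39). For SFJ4-24 the deposited values were compared, which are shared in part with the next locus.

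Of the values that Table 3 gives as changed, 23 of 36 passed here in USDA110, 3 of 47 in SFJ14-36 and 0 of 27 in SFJ4-24, and 33, 36 and 24 at an unadjusted p of 0.05 or less.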

Other observations

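The tests of adjacent loci and of contrasts between replicates in this part were chosen after the result was seen.

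In SFJ4-24 neighbouring genes shared their ratios. The mean log2 ratio of a locus and that of the next one in the table correlated at 0.606, against 0.14 in the USDA110 rhizoplane, 0.0473 in SFJ14-36 and 0.0161 without plants. Operons read as 1 transcript are argued against, since 558 pairs of neighbours at least 10 locus numbers apart also correlated at 0.5314. Noise of neighbouring spots is argued against as well, since SFJ4-24 correlated with SFJ14-36 at 0.291 at the next locus and 0.0681 at the previous one, a difference of 0.2227. A candidate explanation is that each SFJ4-24 value is the mean of its own locus and the next, because the alternating sum down the table had an SD of 0.325 to 1.02 in SFJ4-24 and 8.88 to 20.3 in the 12 other arrays, a ratio of 0.1153. How such a mean arose stays open, and no biological explanation was tested beyond operons.

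Within each group the contrast of replicate 1 minus 2 plus 3 minus 4 had the smallest spread over genes. Its SD was 0.550, 0.578, 0.587 and 0.572 of the mean of the other contrasts in the USDA110 rhizoplane, SFJ14-36, SFJ4-24 and plant-free cells. In the USDA110 rhizoplane replicates 2 and 4 are the same column, and the SD of both other contrasts was 0.1465. Its value of 0.550 therefore cannot be set beside those of 4 different columns. With independent columns, though, this contrast could not be narrower than the others, which there measure replicate 1 minus replicate 3. Its SD was 0.0806. This argues against a repeated column that is independent of replicates 1 and 3. It correlated with them at 0.80 and 0.60, while they correlated at 0.17 with each other. A dye effect per gene would widen this contrast without plants, where the dyes alternate in its order, so its small spread there argues against one. There arrays with equal dyes correlated less than arrays with opposite dyes (-0.247 against 0.172, a difference of -0.4188). That follows from the small spread and is no separate test. Independent replicates are argued against as well. In 256 sets of 1 array from each group, which share no RNA, the smallest contrast was at 0.874 to 0.997 of the others, and the highest group of 4 different columns was at 0.671 of the lowest set. Arrays that share an RNA sample with their neighbour in a loop may explain it. The highest ratio of 0.5869 is the pattern itself and no separate support for this. If the arrays share RNA, the p-values rest on fewer independent cultures than arrays. The labels do not say which RNA went on which array, other links between neighbouring arrays and biological explanations were not tested, and the matter stays open.

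Cells of USDA110 without plants had small shifts in gene lists that the paper's claims do not cover. The NADH dehydrogenase genes *nuo* had a median log2 ratio of -0.24 (adjusted p = 0.0225 from camera, and adjusted p = 0.354 with an estimated correlation), which was lost without replicate 1 (0.0587), replicate 3 (0.269) and replicate 4 (0.14). For *suc*, of the citrate cycle, it was 0.16 (adjusted p = 0.0452, and adjusted p = 0.375 with an estimated correlation), lost without replicates 1 to 4 (0.0596, 0.0966, 0.0874 and 0.134) with a dye covariate (0.0702) and in 1 fit over all arrays (0.217). The first flagellar cluster was at 0.099 (adjusted p = 0.0486, and adjusted p = 0.354 with an estimated correlation), lost without replicate 1 (0.221), without replicate 4 (0.134), with centring (0.0501), in 1 fit over all arrays (0.0508) and after removal of the running mean in SFJ4-24 (0.0533), since p-values were adjusted over all groups. In the 3 lists 0 loci passed over all genes, and 1, 0 and 1 when adjusted over the list alone.

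Other lists without plants did not pass in camera. Their medians were -0.13 for C1 oxidation (adjusted p = 0.649), 0.045 for *nap* (0.914), -0.21 for *nor* (0.135), -0.11 for *nos* (0.685), -0.053 for *nod* (0.645), -0.053 for type III secretion (0.649), -0.12 for heme synthesis (0.988), 0.16 for exopolysaccharide (0.879) and -0.083 for groESL (0.587). The list of *fixNOQP* and *fixGHIS* was at 0.11 (0.132, and 0.0492 without replicate 2), and *nif* with fix at -0.10 (0.0951, and 0.0452 without replicate 4). The regions were at 0.12 (0.649), -0.055 (0.663), 0.0032 (0.971) and -0.040 (0.867). The ribosomal gene cluster was at -0.021 (0.988), ATP synthase at 0.099 (0.107, and 0.0345 without replicate 3), *hup* at 0.012 (0.86) and the second flagellar cluster at -0.086 (0.138).

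In the USDA110 rhizoplane single genes of lists that did not pass in camera changed. The ribosomal gene *rpsL* (0.80), *hupJ* of hydrogen uptake (0.61) and *flgE* of the second flagellar cluster (0.67) were higher, and *atpB'*, *fliQ* (-0.64) and *fliL* (-0.59) were lower, chosen after their values were seen. The list medians were 0.031 for the ribosomal gene cluster (adjusted p = 0.451), -0.14 for ATP synthase (0.132, and 0.0132 without replicate 1), 0.037 for *hup* (0.465), 0.068 for the first flagellar cluster (0.587) and 0.027 for the second (0.988). In SFJ14-36 bll6946 of the *hup* list (-1.64) and blr5815 of the first flagellar cluster (-0.75) were lower and *fliX* (0.62) was higher, also chosen after their values were seen. The medians were -0.069 for *hup* (0.277), -0.015 and -0.031 for the flagellar clusters (0.831 and 0.988), and -0.045, -0.15, 0.10 and 0.26 for the regions (0.649, 0.806, 0.374 and 0.174, the last 0.0401 in 1 fit over all arrays), where blr4654 and bll7993 were higher. In SFJ4-24 they were 0.14 for ATP synthase (0.649), -0.005 and -0.084 for the flagellar clusters (0.914 and 0.107, the latter 0.0197 without replicate 2 and 0.0366 without replicate 3) and 0.096 for the region from bll5770 to blr5778 (0.649).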
